# Optimal CD8^+^ T cell effector function requires costimulation-induced RNA-binding proteins that reprogram the transcript isoform landscape

**DOI:** 10.1038/s41467-022-31228-0

**Published:** 2022-06-20

**Authors:** Timofey A. Karginov, Antoine Ménoret, Anthony T. Vella

**Keywords:** Lymphocyte activation, Molecular biology, T cells, Cellular immunity

## Abstract

Boosting T cell activation through costimulation directs defense against cancer and viral infections. Despite multiple studies targeting costimulation in clinical trials, the increased potency and reprogramming of T cells endowed by costimulation is poorly understood. Canonical dogma states that transcription mediates T cell activation. Here, we show that the spliceosome, controlling post-transcriptional alternative splicing and alternative polyadenylation, is the most enriched pathway in T cells after CD134/CD137 costimulation. Costimulation of CD8+ T cells significantly increases expression of 29 RNA-binding proteins while RNA-seq uncovers over 1000 differential alternative splicing and polyadenylation events. Using in vivo mouse and in vitro human models, we demonstrate that RNA-binding protein Tardbp is required for effector cytokine production, CD8+ T cell clonal expansion, and isoform regulation after costimulation. The prospect of immune response optimization through reprogramming of mRNA isoform production offered herein opens new avenues for experimentally and therapeutically tuning the activities of T cells.

## Abstract (web summary)

The provision of costimulatory signals to T cells are known to be vital in the direction and induction of a T cell driven response. Here the authors show an optimal T cell response requires a costimulatory induced modification of the transcript landscape and achieves this via modulation of the RNA binding proteins.

## Introduction

Costimulation of CD8^+^ T cells induces their differentiation into effector cells contributing to inflammatory physiological and pathological response^1^. Two costimulatory signals, TNF superfamily receptors CD134 (OX40) and CD137 (41BB), are expressed on activated CD8^+^ T cells and are triggered in both protective and pathological conditions to induce differentiation into surviving T effector cells^2–6^. Textbook immunology stipulates that T cell costimulation induces upregulation of many transcriptional pathways including JAK-STAT, mTOR, and NF-kB that contribute to inflammatory cytokine production (IFNγ, TNF, and IL-2) and clonal expansion^1^.

Although costimulation increases the level of some transcripts for T cell activation, decades of work have indicated significantly greater complexity to RNA regulation in T cell activation. Namely, that changes in RNA splicing and polyadenylation take place during T cell differentiation and activation^7–10^. RNA splicing has been studied in development, neurons, viruses, and cancers, among other systems, for over 40 years^11,12^. During this time, a critical distinction was made between constitutive RNA splicing —referring to the removal of introns to produce a mature mRNA product ready for translation—versus alternative RNA splicing—referring to the removal of introns and specific exon regions that alter the final mRNA product to an isoform of the original gene^13^. Further classifications divided types of alternative splicing (AS) to exon skipping, intron retention, and alternative 3′/5′ end splicing^14^. New insights revealed modifications to the polyadenylation sites found in the 3′UTR and in intronic regions that change the length of the pre-mRNA product—termed alternative polyadenylation (APA)^15^. AS and APA have since been shown to regulate transcript abundance, mRNA stability, mRNA export, and translation efficiency in cells^16^.

Despite the emerging knowledge in RNA splicing regulation, few studies have mechanistically explored RNA splicing in immune cells and even fewer have shown the role of RNA binding proteins regulating T effector function in vivo. Studies that have explored these points suggest several principles. First, changes in immune cell state lead to different alternative splicing patterns^17–19^. Second, intronic and 3′UTR alternative polyadenylation play a role in diversifying immune cell transcriptomes^10,20^. Third, key immune genes are modified by the process of alternative RNA splicing, changing transcript expression, and producing isoforms with differing functions. Fourth, specific RBPs can regulate the immune response^21^. Whether RNA splicing is necessary and/or sufficient for immune cell function and differentiation, which genes are spliced, which splicing patterns regulate immune cell states, which immune signals alter the transcript isoform landscape, and which RNA binding proteins are key players for immune cells in physiology and pathology still remain unclear.

Here we show that the spliceosome is the most significantly enriched pathway in CD8^+^ T cells receiving costimulation. Further, we show that costimulation induces significant AS and APA changes in known T effector genes. By using an adapted CRISPR/Cas9 model paired with in vivo adoptive transfer of CD8^+^ T cells, we demonstrate that RNA binding protein (RBP) *Tardbp*, which controls AS and APA, is necessary for optimal CD8^+^ T effector function after costimulation^22^. These studies demonstrate the necessity of RBPs controlling AS and APA for full CD8^+^ T effector activity. Thus, this study pinpoints a role for RNA splicing as an RNA regulatory mechanism essential for in vivo CD8^+^ T cell effector function.

## Results

### Costimulation of CD8^+^ T cells upregulates a unique signature of RBPs critical for AS and APA

To understand how costimulation rewires the molecular pathways of CD8^+^ T cells and contributes to optimal T effector function, we used an in vivo mouse model of adoptively transferred CD8^+^ OT-I T cells receiving antigen (Ag) or antigen with costimulation (Ag+Costim) (Supplementary Fig. 1a). Clonal expansion of antigen-specific CD8^+^ T cells and IFNγ secretion after in vitro restimulation were significantly greater after Ag+Costim compared to Ag alone, indicating that costimulation enhances the effector potential of CD8^+^ T cells and their survival (Fig. 1a, b). RNA-seq analysis of the same CD8^+^ T cells from Fig. 1a and Naïve CD8^+^ T cells comparing the top genes ranked by log_2_ fold change between Ag vs Naive groups (FDR < 0.05) showed RNA expression changes in canonical immune signaling genes after antigen stimulation (Fig. 1c). TCR Signaling, NF-kB Signaling, and Chemokine Signaling were among the top differential pathways between Ag and Naive groups after pathway analysis (Fig. 1d). In our data, key genes in these pathways including NFAT, NF-kB, AP-1, and IL-2 transcripts showed only minor changes (transcripts had less than .5 log_2_fold change) when comparing primed and costimulated cells (Ag+Costim vs. Ag) (Supplementary Fig. 2a). 

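The values given for Supplementary Fig. 2, Supplementary Fig. 3 and Supplementary Fig. 4 come from the second RNA-seq experiment. OT-I CD8+ T cells, whose T cell receptor recognizes a peptide of ovalbumin, were transferred into mice at 500000 cells per recipient. The mice were given 100 µg of the peptide with control IgG (Ag) or with agonist antibodies against CD134 and CD137 (Ag+Costim). The paper gives 3.5 days to harvest and the sample labels give 4 days, and the paper's time is used here. There were 5 Ag, 5 Ag+Costim and 2 Naive libraries, made with SMART-Seq and Nextera XT kits and sequenced as single 100-base reads. The sequencing core's sheet lists 46602901 and 46800347 reads for the Naive libraries. It lists 24714617 to 44468620 reads for Ag, with a median of 42847228, and 37697622 to 45971065 for Ag+Costim, with a median of 42422428. The paper states a depth of 30 M reads per sample, and the values here use the counts in the files. The authors aligned the reads to mm10 with HISAT2 and counted them with StringTie, and they deposited the counts per gene without normalization. These counts sum to 42342577 and 43491402 for Naive, to between 24006053 and 45980125 for Ag, with a median of 44575437, and to between 40028682 and 49294934 for Ag+Costim, with a median of 44754280. The total of Ag 4 is the lowest, and the other Ag libraries have at least 42652628 counts. The counts amount to 90.9% to 107% of the reads although 72.3% to 76.5% of the reads aligned, so a StringTie count does not stand for 1 read. From there, the counts of 55536 annotated genes were scaled by edgeR's TMM method over all 12 libraries, and edgeR's filter on low counts kept 18817 genes. Groups were compared by edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment, and genes with an adjusted p below 0.05 were called. The standard error (SE) of a log2 fold change is its size divided by the square root of the test's F statistic. It is therefore not independent of the p. In counts simulated for Ag+Costim against Ag, 200 genes with a mean log2 CPM above 3 were changed by a log2 fold change of 1. The test recovered 179 of them and called 8 of the unchanged genes. Genes with fewer counts, and data in which many more genes change, were not simulated. Spearman correlations across genes between replicates were 0.966 to 0.982 in Ag, 0.971 to 0.983 in Ag+Costim and 0.984 between the Naive libraries.

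**Figure D1:**
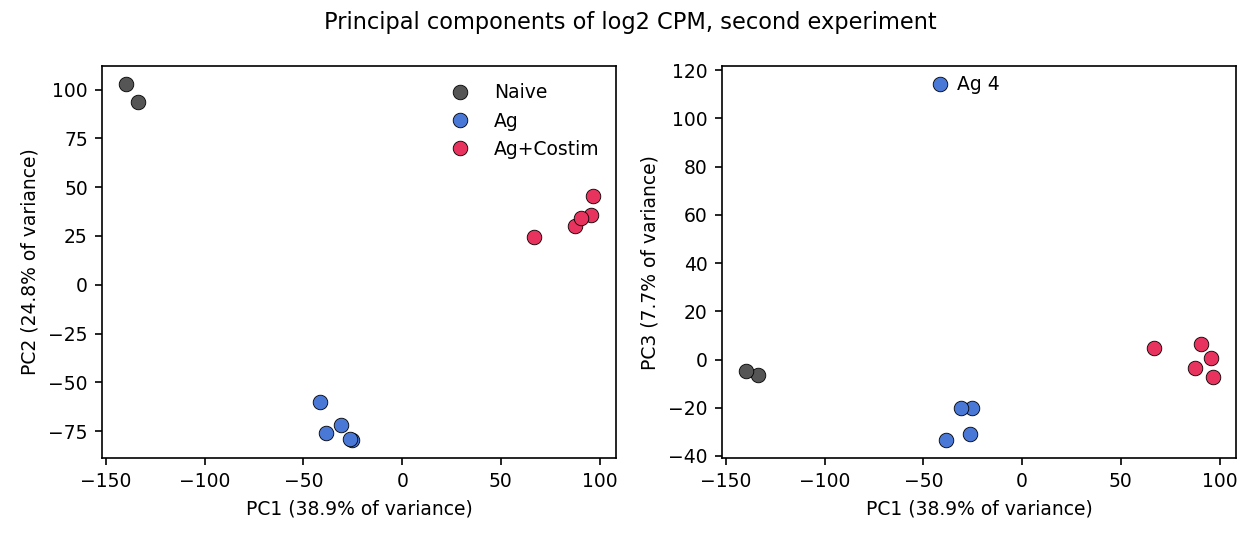
Principal components of log2 CPM for the 12 libraries, with the share of variance on each axis. PC1 (38.9%) and PC2 (24.8%) separate Naive, Ag and Ag+Costim, and on PC3 (7.65%) Ag 4 lies at 114 while the other libraries lie between -33.4 and 6.59.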

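The source data of Supplementary Fig. 2 list 12 genes under these names. Those plotted as AP-1 are Ap1b1, Ap1m1, Ap1m2, Ap1s1, Ap1s2 and Ap1s3, which encode subunits of a clathrin adaptor complex. From Ag to Ag+Costim, 9 of the 12 genes had a positive and 3 a negative log2 fold change, with a median of 0.41. The median was 0.22, with 7 positive values, under upper-quartile scaling, the alternative that moved it most. The log2 fold change exceeded 0.5 in size for 8 of the 12 genes. Nfkb2 (ENSMUSG00000025225.15, chromosome 19 of mm10, 46304320 to 46312385) rose from 53.6 ± 5.10 CPM, counts scaled by TMM library size, in Ag (SD, n = 5) to 127 ± 59.3 CPM in Ag+Costim (SD, n = 5). Its log2 fold change was 1.25 (SE 0.27, adjusted p = 0.00132 from edgeR's quasi-likelihood test). In the same test, Nfatc2 had a log2 fold change of 1.09, Nfatc3 of 0.93, Ap1b1 of 0.91, Ap1s2 of 0.65 and Nfatc1 of 0.58, and these 6 genes were called higher. Il2 (ENSMUSG00000027720.7, chromosome 3, 37120523 to 37125959) went from 5.49 ± 0.989 CPM (SD, n = 5) to 3.61 ± 0.445 CPM (SD, n = 5), a log2 fold change of -0.61 (SE 0.17, edgeR's adjusted p = 0.0108). Ap1m2 had a log2 fold change of -1.16, and it and Il2 were called lower. Nfkb1 had a log2 fold change of -0.05, Ap1m1 of 0.24, Ap1s1 of 0.00033 and Ap1s3 of 0.15, and edgeR's adjusted p of these 4 genes was 0.0665 or more. Without Ag+Costim 1, Ap1m1 was called higher at 0.29. With a correction for transcript length, chosen after the data were seen, Ap1m1 (0.33) and Ap1s1 (0.24) were called higher and Nfkb1 (-0.45) lower, while Nfatc1 (0.15) and Il2 (-0.36) were not called. On FPKM, Nfkb1 (-0.54) was called lower. Standard errors lay between 0.08 and 0.31. Adjusted over the list alone, 7 genes were called higher and 2 lower. Tested as a set, the 12 genes gave an adjusted p = 0.203 with limma's camera (inter-gene correlation 0.01, adjusted over 36 tests of lists) and adjusted p = 4.12e-06 with fry. Camera compares the members with all other genes, whereas fry asks whether the members themselves shift in 1 direction. Of the 12 genes, 7 overlap another annotated gene, 3 of them on the same strand, and whether the counting used strand is not stated.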

Rather, these transcripts were significantly increased only when comparing antigen primed and naïve cells (Supplementary Fig. 2b). 

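Between Naive and Ag, 8 of the same 12 genes had a positive and 4 a negative log2 fold change, with a median of 0.30. This median was 0.13 on FPKM and moved most, to 0.55 with 9 positive values, with the correction for transcript length. Il2 had no counts in either Naive library, so it was at least 88.0-fold higher in Ag, against a floor of 3 counts per library. The median is the same with Il2 at this bound, because Il2 ranks highest either way. Ap1s1 (ENSMUSG00000004849.14, chromosome 5, 137034993 to 137046135) rose from 62.6 ± 2.65 CPM (SD, n = 2) to 166 ± 16.9 CPM (SD, n = 5), a log2 fold change of 1.40 (SE 0.12, adjusted p = 8.45e-07 from edgeR's quasi-likelihood test). Ap1s2 rose by a log2 fold change of 0.77 (SE 0.14, edgeR's adjusted p = 7.06e-04). Il2, Ap1s1 and Ap1s2 were the 3 genes called higher. Nfatc3 had a log2 fold change of -1.19 (SE 0.13, edgeR's adjusted p = 1.10e-05) and Ap1b1 of -0.65 (SE 0.15, edgeR's adjusted p = 0.00384), and both were called lower. The log2 fold change was 0.47 for Nfkb1, -0.45 for Nfkb2, 0.27 for Nfatc1 and -0.49 for Nfatc2, and it was 0.23 for Ap1m1, 0.33 for Ap1m2 and 0.73 for Ap1s3. None of these 7 genes was called, and edgeR's adjusted p began at 0.105. Leaving out 1 library changed 4 of these 7 calls. Without Ag 4, Ap1m1 (0.32) and Nfatc1 (0.34) were called higher and Nfatc2 (-0.64) lower, and without Ag+Costim 1, Nfkb1 (0.47) was called higher. Without Ag+Costim 2, Nfatc2 was called lower as well (-0.49). The set test gave an adjusted p = 0.306 with limma's camera and adjusted p = 1.48e-07 with fry. With the correction for transcript length, Nfatc2 (0.14) was positive, Ap1b1 (-0.22) was not called, and Nfkb1 (0.90) and Nfatc1 (0.77) were called higher. Fitted to these 2 groups alone, Nfkb1 (0.47) was called higher and Nfkb2 (-0.45) lower, and on FPKM Nfkb1 (0.70) was called higher and Nfatc2 (-0.60) lower. With DESeq2 on the 2 groups alone, Nfkb1 (0.45) was called higher and Nfkb2 (-0.47) and Nfatc2 (-0.51) lower, and with a term for Y-linked transcripts Nfkb1 (0.50) was called higher. Only 2 Naive libraries were sequenced, which limits the precision of every comparison with Naive. Whether the change from Naive to Ag differs in size from that between Ag and Ag+Costim was not tested for these genes.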

In other words, costimulation only induced a modest change in transcription of NF-kB, AP-1, NFAT, or IL-2. This same pattern was observed in two independent sequencing experiments (Supplementary Figs. 2 and 3).

**Fig. 1:**
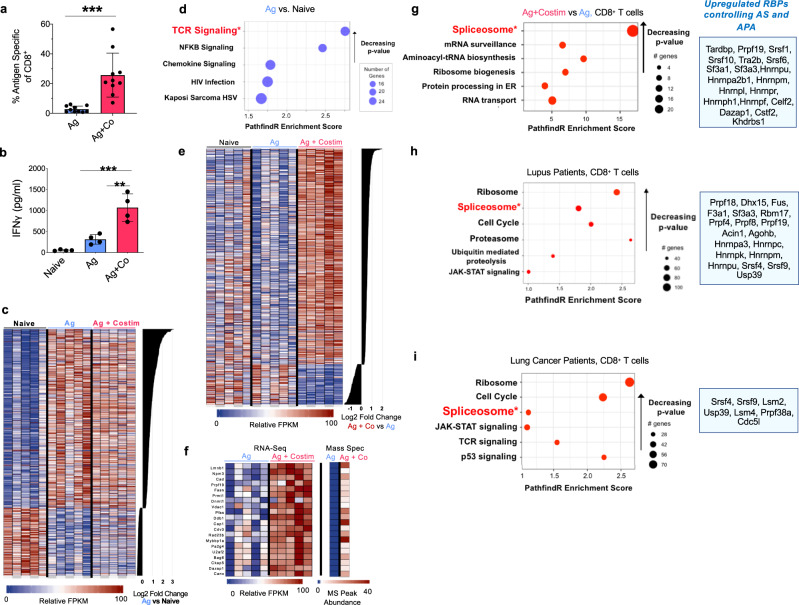
Costimulation of CD8^+^ T cells upregulates a unique genetic signature of RNA binding proteins critical for alternative RNA splicing and alternative polyadenylation. **a** Percent OT-I, CD45.1^+^ cells of CD8^+^ T cell from spleen and lymph nodes 3.5 days after receiving antigen alone or antigen with costimulation as described in Supplementary Fig. 1. Data were pooled from two independent experiments. Each data point represents a biological replicate, *n* = 10. **b** ELISA for IFNγ secretion after restimulation of sorted, purified OT-I cells with PMAi for 20 h *n* = 4/group. Data is representative of 1 of 2 independent experiments. **c**. Relative FPKM levels of the top700 genes ranked by log_2_fold change between antigen and naïve groups (FDR < 0.05), *n* = 5/group. Data is representative of 1 of 2 independent experiments where each column represents an individual biological replicate. **d** Pathway analysis of 700 genes identified in 1c ranked by log_2_fold change between Ag alone and Naïve (blue) (**e**) Relative FPKM levels of 700 genes ranked by log_2_fold change (FDR < 0.05) between Ag+Costim and Ag alone groups, *n* = 5/group. Data is representative of 1 of 2 independent experiments where each column represents an individual biological replicate. **f** Top 20 (of 274) genes found to be significantly upregulated expressed between Ag+Costim and Ag alone groups in both RNA & mass spectrometry experiments (FDR < 0.05), *n* = 5/group. **g** Pathway analysis of 274 genes identified in **d** ranked by log_2_fold change between Ag+Costim and Ag alone groups. The blue panel shows 19 upregulated RBPs regulating AS and APA out of 118 genes and proteins found upregulated across 2 datasets (Supplementary Fig. 1) between Ag+Costim and Ag alone groups, *n* = 10/group across 2 datasets for RNA, *n* = 2 pooled from 10 samples across 2 datasets for mass spectrometry. **h** Pathway analysis of genes identified as significantly differentially expressed (FDR < 0.05) in CD8^+^ T cells from blood of lupus patients compared to healthy controls and 19 RBPs upregulated between these groups, *n* > 14/group. **i** Pathway analysis of genes identified as significantly differentially expressed (FDR < 0.05) in intratumoral PD1^+^ CD8^+^ T cells patients compared to intratumoral PD1^−^ CD8^+^ T cells and 7 RBPs upregulated between these groups, *n* = 11/group. Data are presented as mean values +/− SD using a two-sided t test with Benjimini, Krieger, and Yekutieli to control FDR where * represents n digits after decimal for *p* value. Source data are provided as a Source Data file.

In order to identify which transcripts were specifically induced by costimulation of CD8^+^ T cells, we filtered for changes between Ag and Ag+Costim groups which demonstrated a unique gene signature distinct from that after priming with antigen alone (Fig. 1e and Supplementary Fig. 3c). 

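In the second experiment, 5006 genes were called higher and 4979 lower in Ag+Costim than in Ag, out of 18817 tested. Upper-quartile scaling moved this split most, to 4056 higher and 6338 lower. The median log2 fold change of all genes tested was -0.05 under TMM and -0.24 under upper-quartile scaling. In all 5 Ag+Costim libraries together, 3014 of the genes called higher lay above every Ag library at a mean log2 CPM above 3, and 2141 of those called lower lay below every Ag library. Chance gives such a separation in 0.794% of genes. Among them, the largest rises were Gm24270, Lars2, Il2ra, Lmnb1 and Il12rb2. Gm24270 (ENSMUSG00000076281.1) is annotated as a microRNA on chromosome 9, 56223715 to 56223771, within Peak1 on the same strand. It went from 1.17 ± 0.424 to 84.6 ± 34.1 CPM (SD, n = 5 each), a log2 fold change of 6.20 (SE 0.32, adjusted p = 1.52e-08 from edgeR's quasi-likelihood test). Lars2 (ENSMUSG00000035202.8, chromosome 9, 123366927 to 123462666) encodes the mitochondrial leucyl-tRNA synthetase and rose by a log2 fold change of 5.06 (SE 0.38, edgeR's adjusted p = 1.90e-07). Its mean was 9260 CPM in Naive, 116 CPM in Ag and 3885 CPM in Ag+Costim, so it stayed below the Naive level. Whether reads of ribosomal RNA placed on Lars2 and Gm24270 account for their changes stays open. Il2ra (ENSMUSG00000026770.5, chromosome 2, 11642807 to 11693193), the IL-2 receptor alpha chain, rose from 2.38 ± 1.77 to 69.9 ± 33.5 CPM (SD, n = 5 each), a log2 fold change of 4.93 (SE 0.47, edgeR's adjusted p = 1.67e-06). Lmnb1 rose by 4.90 and Il12rb2 by 4.47 on the same scale. The largest falls were Izumo1r, Cxxc5 and the hemoglobin genes Hba-a2, Hbb-bs and Hba-a1. Izumo1r (ENSMUSG00000031933.17, chromosome 9, 14885814 to 14903949) went from 259 ± 44.8 to 5.61 ± 2.56 CPM (SD, n = 5 each), a log2 fold change of -5.52 (SE 0.31, edgeR's adjusted p = 2.03e-08). Cxxc5 had a log2 fold change of -4.98. The hemoglobin genes had log2 fold changes of -4.52, -4.48 and -4.45 with standard errors of 1.08 to 1.10, and Hba-a1 and Hba-a2 are near-identical copies between which reads can be split. RNA of red blood cells in the sorted samples was not excluded as their source.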

To validate these findings, lysates from the same CD8^+^ T cells were analyzed using mass spectrometry. Analysis revealed 274 proteins that were upregulated in Ag+Costim versus Ag alone with RNA expression in 274 genes from Fig. 1e matching increased protein levels (Fig. 1f). This number increased to 925 proteins and genes found upregulated between Ag+Costim and Ag groups in our second replicate of this experiment (Supplementary Fig. 3d). 

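Gene families defined by symbol prefix were tested as sets over all genes of the second experiment, with limma's camera at an inter-gene correlation of 0.01 and adjustment over 5 families. The splicing families (Snrp, Sf3a, Sf3b, Prpf, Lsm, U2af, Srsf and Hnrnp) hold 81 tested genes. Their median log2 fold change from Ag to Ag+Costim was 0.44, and edgeR called 46 of the 81 genes higher and 9 lower (adjusted p = 1.54e-06 with camera, 3.17e-06 with fry). The families labeled DNA replication (Mcm, Pol, Rfc and Orc) moved the same way, with a median of 0.59 over 73 genes, 44 called higher and 7 lower (camera's adjusted p = 1.54e-06). The prefix Pol also matches genes of RNA polymerases (Polr), so this set is not DNA replication alone. Likewise, the prefix Rps of the ribosomal protein families (Rpl and Rps) also matches kinase genes. The ribosomal protein families had a median of -0.32 over 98 genes (camera's adjusted p = 1.55e-04), and the oxidative phosphorylation families had a median of -0.35 over 101 genes (camera's adjusted p = 4.00e-05). The proteasome families had a median of 0.04 over 49 genes (camera's adjusted p = 0.424), which upper-quartile scaling turned to -0.16, while the other 4 families kept their direction under that scaling. Fry called the same 4 families. With an inter-gene correlation estimated from the libraries, camera called none of the 5, and the splicing families had an adjusted p of 0.294. Upper-quartile scaling lowered the median of the splicing families most, to 0.25. With a correction for transcript length, chosen after the data were seen, camera no longer called the ribosomal protein families (-0.03) or the oxidative phosphorylation families (-0.05) and called the proteasome families higher (0.31).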

Unexpectedly, the spliceosome was the top enriched pathway by *p*-value, including RBPs with a known role in RNA splicing upregulated in both RNA and protein (Fig. 1g and Supplementary Fig. 3e). The spliceosome includes both constitutive splicing factors responsible for intron removal for mature mRNA formation as well RBPs that carry out alternative splicing and alternative polyadenylation to change mRNA isoform structure and expression. To narrow down reproducibly upregulated RBPs after costimulation, we filtered for genes and proteins that were upregulated in both replicates of our experiment between Ag+Costim and Ag groups. This included 118 genes and 29 RBPs, 19 of which had known alternative RNA splicing or alternative RNA polyadenylation activity based on a literature search (Fig. 1g blue box, Supplementary Data 1)^23–26^. Transcripts of these 19 RBPs were upregulated to a significantly greater level than the canonical costimulation-induced genes of NFkB1, AP-1, IL-2, and NFAT (Supplementary Fig. 2a). 

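In the second experiment, the log2 fold change from Ag to Ag+Costim was positive for all 19 of these RBPs, with a median of 1.15. All 19 were called higher, both over all genes and adjusted over the list alone. The study chose the list partly on these libraries, so these calls are not independent evidence. The log2 fold change exceeded 0.5 for 15 of the 19 genes. Prpf19 (ENSMUSG00000024735.13, chromosome 19, 10895231 to 10909559) rose most, from 16.1 ± 1.05 CPM in Ag to 203 ± 29.6 CPM in Ag+Costim (SD, n = 5 each), a log2 fold change of 3.65 (SE 0.11, adjusted p = 5.51e-10 from edgeR's quasi-likelihood test). Dazap1 (ENSMUSG00000069565.12, chromosome 10, 80261486 to 80288408) rose from 30.2 ± 4.55 to 140 ± 12.7 CPM (SD, n = 5 each), a log2 fold change of 2.21. Hnrnpl (ENSMUSG00000015165.16, chromosome 7, 28808541 to 28822266) rose from 71.4 ± 3.16 to 311 ± 33.2 CPM (SD, n = 5 each), a log2 fold change of 2.12. The log2 fold change was 1.74 for Srsf1, 1.57 for Tra2b, 1.36 for Sf3a3, 1.30 for Cstf2 and 1.28 for Sf3a1. It was 1.19 for Hnrnpu, 1.15 for Hnrnpr, 1.01 for Hnrnpa2b1, 0.82 for Tardbp and 0.81 for Srsf10. The smaller values were 0.59 for Hnrnpm, 0.52 for Srsf6, 0.48 for Khdrbs1, 0.47 for Hnrnph1, 0.44 for Hnrnpf and 0.34 for Celf2. Standard errors lay between 0.06 and 0.17, and the largest adjusted p from edgeR was 0.00559, for Hnrnph1. As a set, the 19 RBPs gave an adjusted p = 3.03e-09 with limma's camera and 7.78e-08 with fry. Under upper-quartile scaling, Celf2 (0.14) and Hnrnph1 (0.27) were no longer called. The correction for transcript length moved the median most, to 0.87. It took Celf2 to -0.01 and left Khdrbs1 (0.14) and Srsf6 (0.21) uncalled. Another annotated gene overlaps 11 of the 19 genes, 5 of them on the same strand.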

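For each library, the mean log2 CPM of the 12 canonical genes was subtracted from that of the 19 RBPs. The difference was 1.82 ± 0.05 (SD, n = 5) in Ag, 2.70 ± 0.14 (SD, n = 5) in Ag+Costim and 2.85 ± 0.02 (SD, n = 2) in Naive. It was therefore higher in Ag+Costim than in Ag by 0.88, and all 5 Ag+Costim libraries lay above all 5 Ag libraries. An exact permutation test, two-sided, gave p = 0.00794, the smallest p that the 252 arrangements of 5 against 5 allow. The study chose the RBPs partly for being higher in Ag+Costim in these libraries, so this p is not independent evidence. With Fos, Jun and Batf family genes of activator protein 1 in place of the Ap1 genes, the difference between the groups was 1.12. From the small changes in canonical genes beside the rise of the RBPs, the paper concludes that transcriptional changes after costimulation are dominated by RBPs that regulate alternative splicing and polyadenylation.

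**Figure D2:**
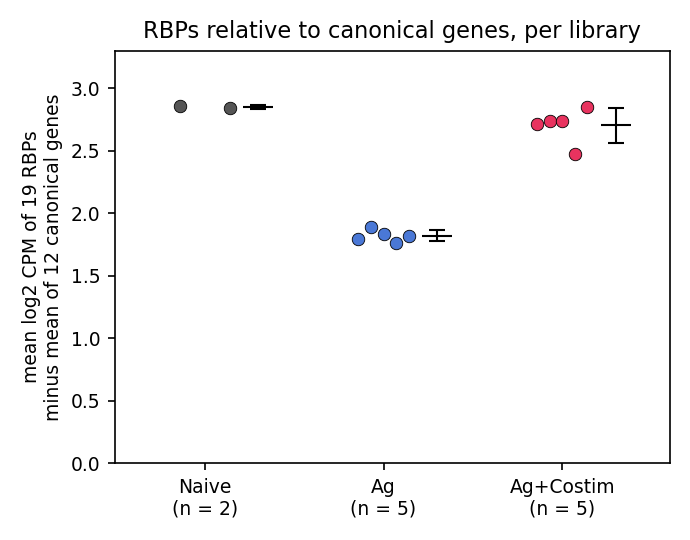
Mean log2 CPM of the 19 RBPs minus the mean of the 12 canonical genes, for each library (points) with the mean and SD of each group (bar). The Ag libraries lie between 1.77 and 1.89 and the Ag+Costim libraries between 2.47 and 2.85.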

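From Naive to Ag, the 19 RBPs had a median log2 fold change of -0.12 and a mean of -0.35, with 7 genes higher and 12 lower. On log2(gene FPKM + 1), the alternative that moved the median most, it was -0.39, with 2 genes higher and 17 lower. It was 0.14 with the correction for transcript length, which was chosen after the data were seen. The size of the change was within 0.5 for 13 of the 19 genes. Prpf19 went from 86.7 ± 0.549 CPM in Naive (SD, n = 2) to 16.1 CPM in Ag, a log2 fold change of -2.43 (SE 0.12, adjusted p = 3.03e-08 from edgeR's quasi-likelihood test). The log2 fold change was -1.26 for Hnrnpl, -0.98 for Dazap1, -0.86 for Hnrnpr, -0.70 for Srsf1, -0.52 for Sf3a3 and -0.50 for Tardbp, and these 7 genes were called lower. Hnrnpm (0.35) and Celf2 (0.25) were called higher, with edgeR's adjusted p of 0.0192 and 0.0245. The calls were the same adjusted over the list alone. Standard errors lay between 0.08 and 0.21, and the adjusted p of the other 10 genes was 0.129 or more in edgeR's test. Some calls rested on 1 library. Without Naive 2, Srsf1 (-0.69), Sf3a3 (-0.49), Tardbp (-0.39), Hnrnpm (0.35) and Celf2 (0.30) were no longer called. Without Naive 1, Srsf1 (-0.71), Hnrnpm (0.34) and Celf2 (0.20) were not called, and Celf2 (0.23) was not called without Ag 1 either. Without Ag 4, Hnrnpf (0.24) was called higher. On FPKM, Tra2b (-0.51), Sf3a1 (-0.39) and Khdrbs1 (-0.32) were called lower and Hnrnpm (0.13) and Celf2 (0.030) were not called. The length correction called Sf3a1 (0.30), Hnrnpu (0.57), Khdrbs1 (0.28), Srsf10 (0.35), Srsf6 (0.50) and Cstf2 (0.52) higher and left Srsf1 (-0.13) uncalled, as did the GC correction (-0.49). With the 2 groups alone, Celf2 was not called by edgeR (0.25) or DESeq2 (0.24), and DESeq2 called Sf3a1 lower (-0.25). As a set, the 19 RBPs gave an adjusted p = 0.147 with limma's camera and adjusted p = 0.00441 with fry. From Naive to Ag+Costim, the median was 0.93, all 19 genes were higher and 17 were called, or 18 adjusted over the list alone (adjusted p = 4.57e-06 with limma's camera). The comparisons of Ag with Naive and of Ag+Costim with Ag share the same Ag libraries, so their chance values are linked.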

Importantly, these RBPs were specifically induced by costimulation as they showed little change in transcript expression after priming alone (Supplementary Fig. 2b). To address the pertinence of RBPs regulating alternative splicing and polyadenylation in human disease, we analyzed two patient datasets of CD8^+^ T cells purified and sequenced directly from patients with lupus without restimulation (GSE97264) and lung cancer (GSE99531)^27,28^. Both showed enrichment for spliceosome genes in the top 3 pathways, raising the hypothesis that upregulation of RBPs is clinically relevant for alternative RNA regulation of CD8^+^ T cells in human disease (Fig. 1h, i blue box). Altogether, our data show that costimulation specifically induces upregulation of RBP transcript and protein that may contribute to its optimization of T effector potential. These RBPs potentially regulate alternative splicing and alternative polyadenylation that contribute to physiological and pathological T cell states.

### AS, APA, and alternative TSS are enriched after costimulation of CD8^+^ T cells

We hypothesized that upregulation of RBPs after CD8^+^ T cell costimulation should occur with changes in alternative RNA splicing and polyadenylation events. To test this model, we conducted RNA-seq analysis on the same purified CD8^+^ T cells from Naïve, Ag, and Ag+Costim groups as in Fig. 1a–g. Analysis with Whippet identified 1464 changes in transcript isoforms in 950 genes between Ag and Ag+Costim groups (Probability > .9, Percent-spliced in (Psi) difference > 0.05 or <−0.05) (Fig. 2a and Supplementary Data 2)^29^. The distribution of these data uncovered three primary modes of RNA alterations: (1) Alternative polyadenylation (APA) (48.3%) (2) Alternative splicing (AS) (35.6%) and (3) Alternative Transcriptional Start Sites (TS) (16.1%) (Fig. 2b). AS events can be subdivided into specific categories: our analysis showed AS events after costimulation primarily favored core exon splicing (70.2%) but also demonstrated changes in alternative acceptor/donor regions (9.8%/8.8%), intron retention (5.8%), and alternative first/last exon sites (3.6%/1.7%) (Fig. 2c). We then tested if major RNA splice events favored either Ag or Ag+Costim groups by using IsoformSwitchAnalyzeR for core exon splicing and transcriptional start sites and DaPars for alternative polyadenylation^30,31^. The number of unique genes with isoform changes due to core exon splicing significantly favored exon skipping compared to exon inclusion in Ag+Costim group (Fig. 2d, left panel) while alternative transcriptional start site gain and loss was nearly equivalent between groups (Fig. 2d, right panel). Thus, costimulation-induced splicing changes resulted in isoforms that were missing exon regions present during antigen-priming, suggesting these regions could be important in regulating optimal effector cell function. Further, alternative polyadenylation events in the 3′UTR region of genes significantly favored shortening of the 3′UTR in the Ag+Costim group (Fig. 2e). Representative examples of AS, APA, and TS are given in Fig. 2f. Prior work has shown shortened 3′UTRs in activated T cells and resulting changes in RBP interactions^32,33^. Our data further support these observations and suggest an important role for APA in controlling effects of costimulation through 3′UTR regulation. Taken together, these data showed that costimulation of CD8^+^ T cells induces significant changes in AS, APA, and TS to specifically favor exon skipping and 3′UTR shortening.

**Fig. 2:**
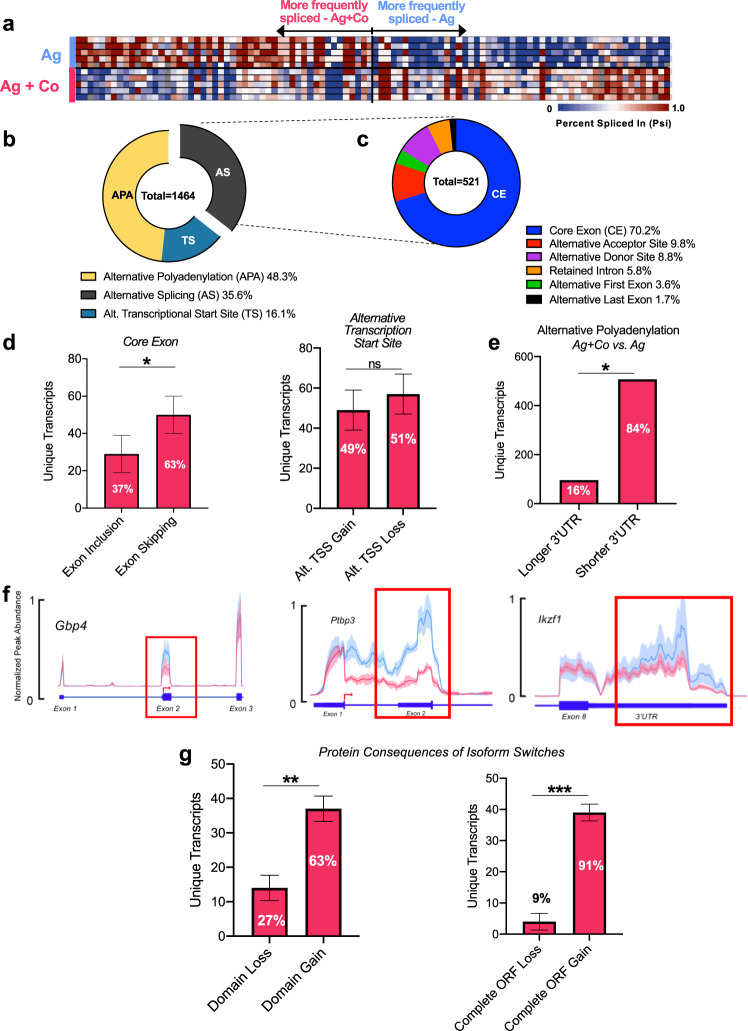
Alternative splicing, alternative polyadenylation, and alternative transcriptional start sites are enriched after costimulation of CD8^+^ T cells. **a** Percent spliced in levels (Psi) of 1464 splice site differences in 950 genes between Ag and Ag+Costim groups (Probability > 0.9, Psi Diff > .05 or <−0.05 after Whippet analysis of deep RNA-seq samples from Fig. 1, comparing antigen+costim and antigen alone groups (100 shown), *n* = 5 samples/group. Data is representative of 1 of 2 independent experiments. **b** Distribution of RNA alterations of events seen in **a**. **c** Distribution of alternative splicing events from (**b**). **d** Isoform switch analysis of splicing sites from deep RNA-seq samples in Fig. 1 showing enrichment of splicing event type between Ag+Costim and Ag groups. Percentages represent a fraction of the total number of exon splicing events between Ag+Costim and Ag groups i.e., 63% of exon splicing events were skipped exons (in the Ag+Co group) while 37% were included exons, *n* = 5 mice/group. **e** Analysis of alternative polyadenylation sites and 3′UTR length between Ag+Costim and Ag groups, *n* = 5 samples/group. **f** Three examples of splicing events from IGV browser tracks of sequencing from (**a**). Peak abundance was normalized to exon nearest the splice site of interest. Shaded area represents standard deviation of *n* = 5 samples/group. Darker line represents the mean for each group. **g** Predicted protein consequences of isoform switches in (**a**), *n* = 5 samples/group. Data are presented as mean values +/− SE derived from two-sided Fisher’s exact test with Benjamini–Hochberg adjustment for multiple comparisons. Source data are provided as a Source Data file.

Further, we hypothesized that splicing changes resulting in differentially expressed transcript isoforms could be used to predict changes to protein domain expression. Thus, we analyzed predicted protein consequences of isoform switches and noted a significant skew towards domain gain and open reading frame (ORF) gain in Ag+Costim groups (Fig. 2g)^30^. We validated the overall pattern of AS and APA changes in a second, independent RNA-seq experiment for costimulated CD8^+^ T cells (Ag+Costim vs Ag) (Supplementary Fig. 4 and Supplementary Data 3). This dataset identified an even greater number of AS and APA events but showed nearly the same skew towards Ag+Costim in specific AS, APA, and protein isoform patterns (Supplementary Fig. 4b–f). 

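Alternative RNA events of the second experiment were taken from the authors' Whippet comparison of the 5 Ag with the 5 Ag+Costim libraries. Whippet divides each gene into nodes and gives percent spliced in (Psi), the fraction of reads at a node that include it, with the probability that Psi differs between the groups. The deposited table holds 1 Psi per group for 115403 events, without a spread between libraries or a read depth per event. Counting errors of single events are therefore unknown. At the paper's thresholds, a probability above 0.9 and a Psi difference above 0.05 in size, 2259 events in 1213 genes passed. A probability above 0.95, the alternative that moved this count most, left 1113 events. Of the 2259 events, 1026 were alternative splicing, 314 were tandem transcription starts and 919 were tandem alternative polyadenylation. Psi was higher in Ag+Costim for 1372 events and lower for 887. The copy of Supplementary Data 3 used here holds 1993 of its 2261 entries, and all 1993 were found among the deposited events with the same Ag Psi within 0.0001. A list of 10 genes was taken from the paper, without Stat4 and Fyb, which it names for the knockout. Of these 10, all but Skp2 had a passing event. A retained intron of Dhx30 (chromosome 9, 110115162 to 110115490) went from a Psi of 0.760 in Ag to 0.432 in Ag+Costim. A core exon of Gbp4 (chromosome 5, 105136810 to 105137045) went from 0.652 to 0.362, and an alternative donor of Ptbp3 (chromosome 4, 59548531 to 59548542) from 0.648 to 0.164. The paper's values per library for the Ptbp3 donor are 0.517 to 0.691 in 4 Ag libraries and 0.112 to 0.197 in 5 Ag+Costim libraries. A core exon of Atf2 (chromosome 2, 73823201 to 73823306) went from 0.952 to 0.845. Its values per library overlap, at 0.918 to 1 in 4 Ag libraries and 0.744 to 0.957 in 5 Ag+Costim libraries. Dlg1, Sos2, Mbnl1 and Tcf12 had passing polyadenylation nodes with Psi differences of 0.10 to 0.21 in size. Values per library also overlap for the nodes of Dlg1 (0 in Ag, 0 to 0.398 in Ag+Costim) and Sos2. They do not overlap for the Gbp4 exon (0.668 to 0.731 and 0.249 to 0.491) or the Mbnl1 node (0 and 0.125 to 0.262). Across all genes, the largest rises were in a transcription start of Ylpm1 (0.88), a polyadenylation node of Alas2 (0.87) and a transcription start of Hhat (0.81). The largest falls were in polyadenylation nodes of Alas2 (-0.86), Prrt3 (-0.83) and Klrb1b (-0.83). Alas2, a gene of red blood cells, had 0 to 3.11 CPM in the Ag+Costim libraries and an entropy of 0 at both nodes, so its Psi there rests on few counts. The entropy was also 0 for the events of Hhat and Prrt3. Supplementary Data 3 gives a Psi for the Klrb1b node in 2 Ag libraries and 1 Ag+Costim library, and for the Hhat start in 2 and 2. For the Ylpm1 start it gives 0 to 0.253 in 4 Ag libraries and 0.932 to 1 in 5 Ag+Costim libraries. For the Prrt3 node it gives 1 in 4 Ag libraries and 0 in 4 Ag+Costim libraries, so the values of Ylpm1 and Prrt3 do not overlap. Whether Psi separated the libraries could not be checked for all events, so these 6 were ranked by the group values alone.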

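Directions were counted with 1 event per gene, the one with the largest Psi difference. Core exons with passing events lay at lower Psi in Ag+Costim in 122 of 406 genes, or 30.0% (95% Clopper-Pearson interval 25.6% to 34.8%, exact binomial p = 5.51e-16 against 50%, two-sided). Counting every event in place of 1 per gene moved this share most, to 18.9% of 787 events. It was 41.0% at a probability above 0.95 (exact binomial p = 0.0241) and 38.1% with events of an entropy above 0, which was chosen after the data were seen. With the latter restriction and 1 event per gene, 55.6% of 108 genes with a log2 fold change under 0.5 lay higher (exact binomial p = 0.290), which is not told from 50%. Retained introns lay at lower Psi in Ag+Costim in 25 of 43 genes, or 58.1% (42.1% to 73.0%, exact binomial p = 0.360), which this number of genes cannot tell from 50%. For tandem polyadenylation, the Psi-weighted position of the nodes was compared between the groups in genes with at least 2 passing nodes. It shifted upstream in Ag+Costim, toward the shorter 3' end, in 227 of 360 genes, or 63.1% (57.8% to 68.1%, exact binomial p = 8.29e-07). These intervals cover counting error over genes only. In Ikzf1, on chromosome 11, node 14 (11769799 to 11772112) went from a Psi of 0.000636 in Ag to 0.617 in Ag+Costim, and node 15 (11772113 to 11772926), the most distal, from 0.999 to 0.284. The paper's values per library for node 14 are 0 in 4 Ag libraries and 0.501 to 0.687 in 5 Ag+Costim libraries. A core exon of Ikzf1 (11761219 to 11761353) went from 0.985 to 0.931. From Whippet, IsoformSwitchAnalyzeR and DaPars, the paper concludes that the pattern of its first experiment, a skew in alternative splicing, polyadenylation and protein isoforms toward Ag+Costim, was seen again.

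**Figure D3:**
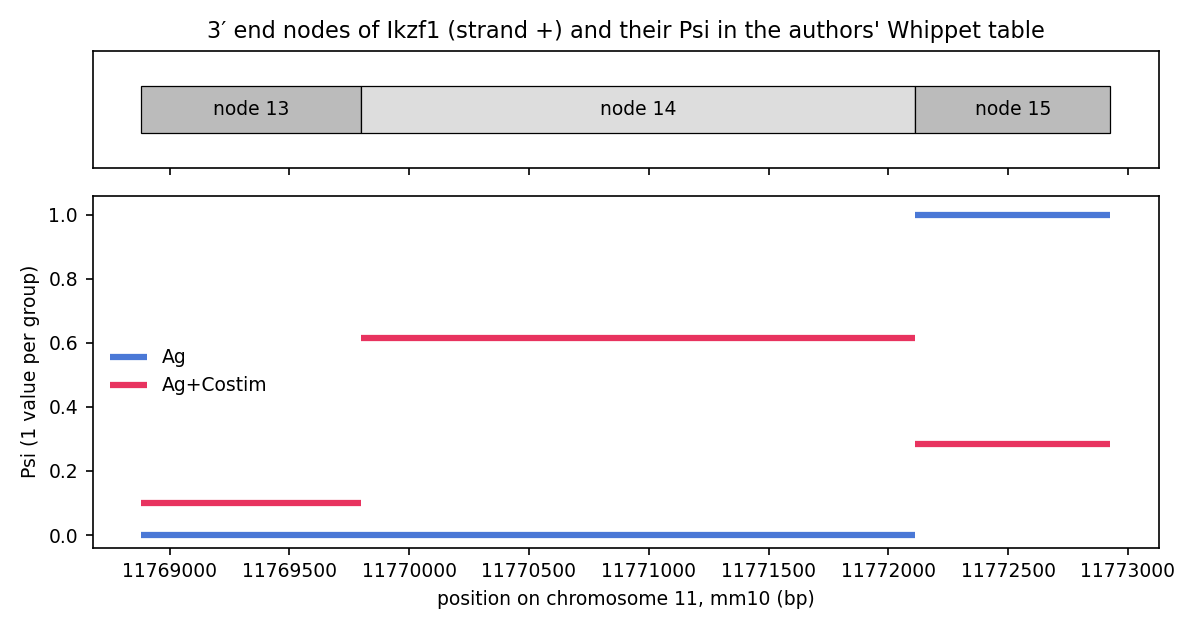
Nodes at the 3' end of Ikzf1 on chromosome 11 of mm10 (top) and their Psi in Ag and Ag+Costim (bottom, 1 value per group). Psi of node 15 is 0.999 in Ag and 0.284 in Ag+Costim, and that of node 14 is 0.000636 and 0.617.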

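Transcript counts of the second experiment were summed by transcript type, as the GENCODE annotation of mm10 gives it, over 84977 transcripts of the 13221 genes that have both coding and non-coding transcripts. Transcripts annotated as subject to nonsense-mediated decay took 2.66% ± 0.0606 of these counts in Ag, 2.04% ± 0.236 in Ag+Costim (SD, n = 5 each) and 3.12% ± 0.0403 in Naive (SD, n = 2). From Ag to Ag+Costim the share fell by 0.613 percentage points (exact permutation test, two-sided, p = 0.00794), and all 5 Ag+Costim libraries lay below all 5 Ag libraries. Transcripts annotated as retained-intron took 6.22% ± 0.915 in Ag, 4.25% ± 0.239 in Ag+Costim (SD, n = 5 each) and 9.52% ± 0.391 in Naive (SD, n = 2). Their share fell by 1.97 percentage points (exact permutation test, two-sided, p = 0.00794), again with no overlap between the groups. StringTie divides the reads of a gene between its transcripts, so these shares depend on that division, and the Naive libraries show the highest shares of both types. The counts are pooled over genes, so a share also moves when genes rich in such transcripts change in expression. Shares within single genes were not computed, so these values do not show a change of isoforms.

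**Figure D4:**
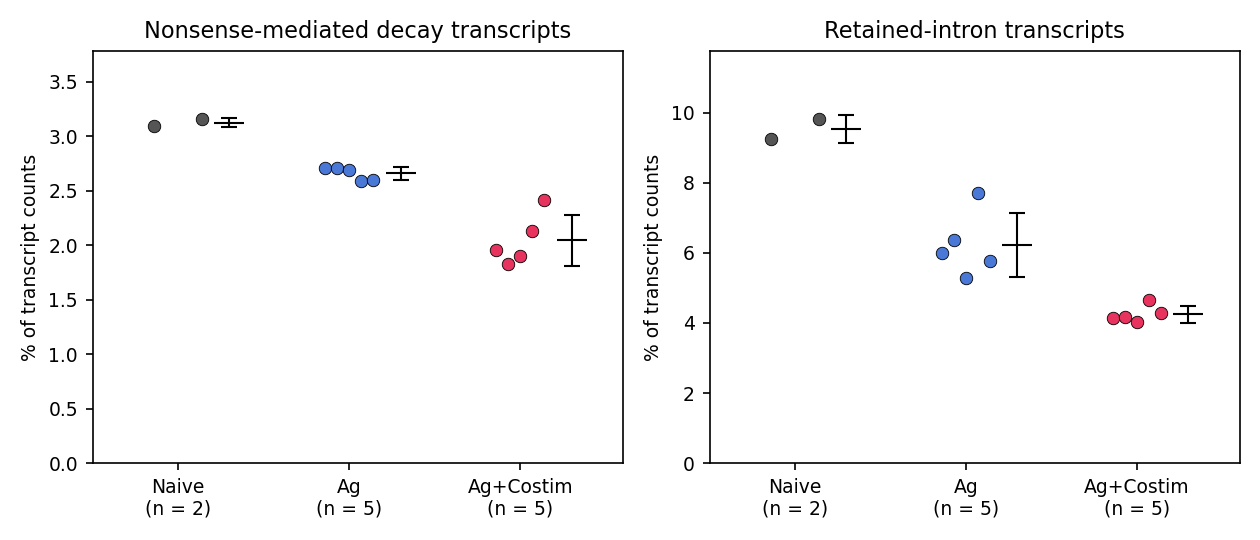
Share of transcript counts on transcripts annotated as nonsense-mediated decay (left) and as retained-intron (right), in percent, for each library (points) with the mean and SD of each group (bar). The Ag libraries lie between 2.59% and 2.71% (left) and between 5.28% and 7.70% (right), and the Ag+Costim libraries between 1.82% and 2.41% and between 4.02% and 4.64%.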

Notably, we observed an increase in intron retention and nonsense-mediated decay (NMD) sensitive isoforms in the Ag only group, indicating a predisposition towards non-coding transcripts when costimulation is absent (Supplementary Fig. 4d, f). The observation of increased domain gain was unexpected given the prevalence of exon skipping in costimulated CD8^+^ T cells (Fig. 2d, g and Supplementary Fig. 4d, f). However, this was attributed to a combination of AS events seen in Fig. 2c that led to an increase in coding transcripts with domain and ORF gains as compared with those targeted for NMD (Fig. 2c and Supplementary Fig. 4c, f). In other words, it is possible that without costimulation, exon and intron inclusion leads to non-coding or NMD-sensitive transcripts. Costimulation would lead to an increase of translated transcripts and therefore increase domain gain by removal of these introns and potential poison exon regions that have been previously shown to lead to unproductive transcripts^34^. In total, these data suggest that costimulation induces AS and APA changes to optimize production of transcripts with protein coding potential and thereby enhance the effector function of CD8^+^ T cells.

### RBP *Tardbp* binds to immune-regulatory genes containing splicing events induced by costimulation of CD8^+^ T cells

We next asked which RBPs could be important in regulating the observed AS and APA events after costimulation of CD8^+^ T cells. To answer this, we conducted KEGG pathway analysis of the 1464 RNA splice events in 950 genes shown in Fig. 2a^35^. Enrichment analysis showed three major pathways containing 26 genes specifically related to T cell costimulation, namely MAPK signaling, Cell cycle, and T cell receptor signaling (Fig. 3a). This indicated that costimulation could directly impact AS and APA of downstream pathways known to regulate T cell effector function. We selected all 26 genes with splicing events belonging to these three pathways to identify RBP binding sites (Fig. 3a, right table). We subsequently searched for evidence of binding sites for 13 selected RBPs within the 26 target genes or within 100 bp of the splicing event identified (Fig. 3b). These 13 RBPs were identified by filtering our RNA-seq and MS data of costimulated CD8^+^ T cells (Fig. 1e, f) for RBPs upregulated after costimulation with published evidence of AS or APA regulation. Of 19 upregulated RBPs, 13 had published CLIP-seq data for RNA binding in human cells^36^. *Tardbp* was identified as the only RBP with binding sites in 25 of 26 selected genes with splicing events. Figure 3b, highlights binding sites in 12 of these genes representative of the 26, 11 of which had a *Tardbp* binding site within 100 bp of the splicing event (Fig. 3b). This included specific binding to the 3′UTR and exon of IL-2 signaling and immune-regulatory transcription factor *Ikzf1* (Fig. 3c). Furthermore, *Tardbp* was upregulated after costimulation in RNA-seq data, mass spectrometry, and by immune blot of costimulated CD8^+^ T cells compared to naïve controls (Fig. 3d and Supplementary Fig. 5). 

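Tardbp (ENSMUSG00000041459.15) lies on chromosome 4 of mm10 from 148612382 to 148627019 on the minus strand, and Masp2 overlaps it on the other strand. In the RNA-seq libraries of the second experiment it had 127 ± 13.0 CPM in Naive (SD, n = 2), 89.9 ± 10.5 CPM in Ag (SD, n = 5) and 159 ± 24.9 CPM in Ag+Costim (SD, n = 5). Its log2 fold change from Naive to Ag+Costim was 0.33 (SE 0.16, adjusted p = 0.0938 from edgeR's quasi-likelihood test) and was not called. Without Ag+Costim 4 it was 0.41 and called (edgeR's adjusted p = 0.0217), and so it was with a GC correction chosen after the data were seen (0.42). From Ag to Ag+Costim, the log2 fold change had a standard error of 0.12 and an adjusted p of 4.67e-05 in edgeR's test, and the lowest Ag+Costim library lay above the highest Ag library. The authors also deposited FPKM values per transcript, and those of the 30 Tardbp transcripts were summed for each library. The sums were 61.1 ± 7.94 FPKM in Naive (SD, n = 2), 42.5 ± 3.47 in Ag and 67.9 ± 12.5 in Ag+Costim (SD, n = 5 each). Every Ag+Costim sum lay above every Ag sum (exact permutation test, two-sided, p = 0.00794).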

In total, our binding analysis, transcriptomics, and protein data highlighted RBP *Tardbp* as an important candidate regulating AS, APA, and TS events observed after costimulation.

**Fig. 3:**
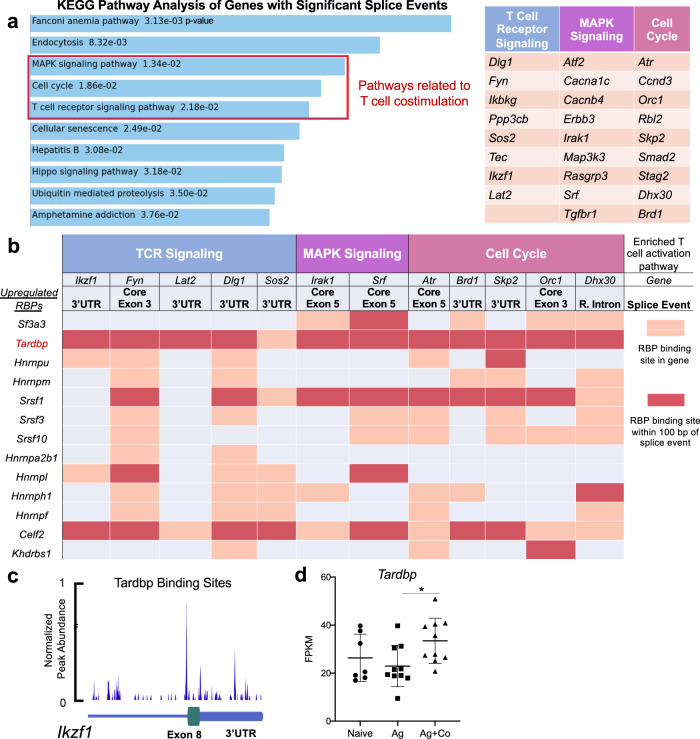
RBP *Tardbp* binds to immune-regulatory genes containing splicing events induced by costimulation of CD8^+^ T cells. **a** KEGG pathway analysis of 950 genes containing 1464 RNA splice events from Ag+Costim vs Ag groups in Fig. 2a ranked by p value as well as 26 genes with splice events grouped by 3 immune-related pathways. **b** Binding of 13 significantly upregulated RBPs from 1g to a representative subset of 12 immune-related splice events found in (**a**). **c** CLIP-seq data from ENCODE database for Tardbp binding to RNA in *Ikzf1*. **d** Relative FPKM of *Tardbp* from two independent RNA-seq datasets comparing naïve, Ag, and Ag+Co CD8^+^ T cells from dataset in Fig. 1 and Supplementary Fig. 2, *n* = 7 for naïve, *n* = 10 for Ag and Ag+Co. Data are presented as mean values +/− SD using a two-sided t test with Benjamini, Krieger and Yekutieli to control FDR where * represents n digits after decimal for *p* value. Source data are provided as a Source Data file.

### *Tardbp* regulates AS and APA in CD8^+^ T cells

We identified *Tardbp* as a candidate regulator of CD8^+^ T cell costimulation. However, it was unclear if *Tardbp* mediated RNA splicing changes in activated CD8^+^ T cells. To test this concept, we paired adoptive transfer of CD8^+^ T cells into recipient host mice with a new CRISPR/Cas9 protocol^22^. Specifically, Cas9 and gRNA against *Tardbp* (or control gRNA) were electroporated into naïve OT-I CD8^+^ T cells and then adoptively transferred into recipients followed by immunization with ovalbumin-derived SIINFEKL antigen (Ag) plus costimulation (Fig. 4a). Three and a half days after immunization, these antigen-specific CD8^+^ T cells were purified from 8 individual recipient mice then subjected to stimulation and deep RNA-seq (Fig. 4b). Deep RNA-seq analysis using Whippet uncovered 233 alternatively spliced events in 161 genes (Probability > 0.9, Percent-spliced in (Psi) difference > 0.1 or <−0.1; total reads > 50; 100 events shown) (Fig. 4c and Supplementary Data 4)^29^. Three of the most significant changes in exon skipping included known regulators of TCR signaling after activation, transcription factor *Ikzf1*, transcription factor *Stat4*, and T cell activation adaptor *Fyb* (Fig. 4d). More specifically, *Ikzf1* Exon 4 was included in *Tardbp KO* with a Psi level difference of 18%; this exon splicing event forms Isoform II of *Ikzf1* which is important for the regulation of IL-2 signaling^37^. *Stat4* Exon 2 was differentially spliced out in *Tardbp* KO cells with a Psi difference of 14%; this region codes for a portion of the *Stat4* N-terminal domain, known to be essential for phosphorylation and CD4^+^ T cell activation^38^. Finally, Exon 12 of *Fyb* was included in *Tardbp* KO cells with a Psi difference of 22%; splicing of Exon 12 produces the isoform Fyb-120 which regulates TCR signaling through the NFAT/AP-1 pathway (Fig. 4d)^39^. This region contains multiple regulatory phosphorylation sites for serine/threonine kinases (cAMP/cGMP kinase, protein kinase C)^39^.

**Fig. 4:**
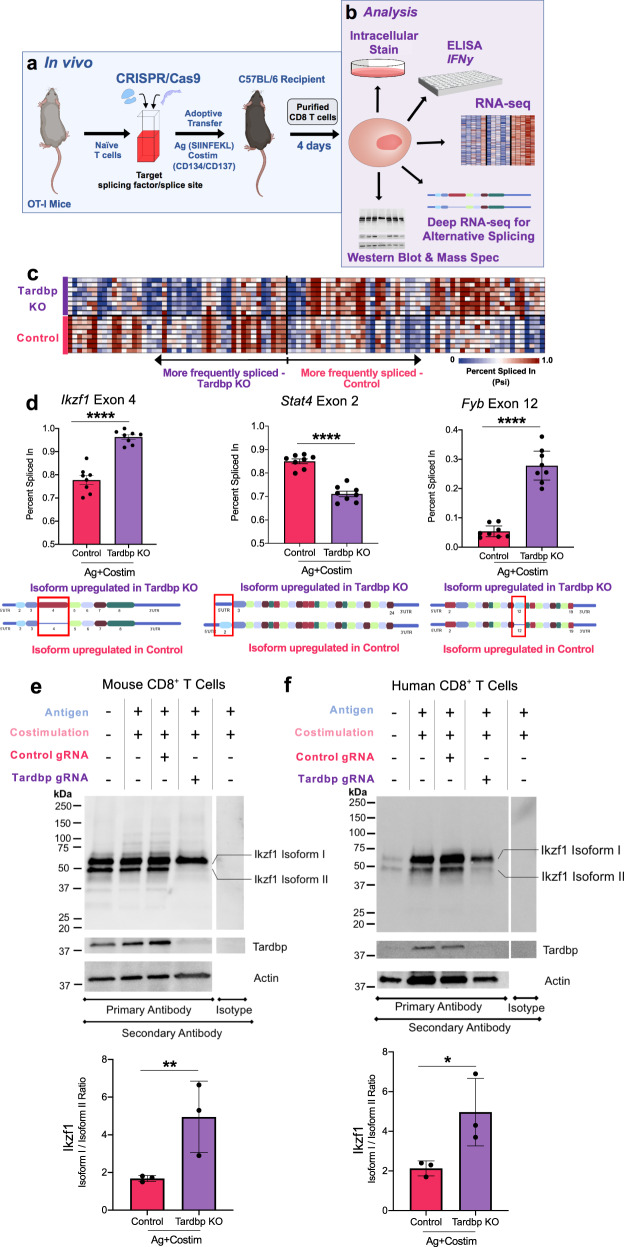
*Tardbp* regulates alternative RNA splicing and alternative polyadenylation in CD8^+^ T cells. **a** Model of in vivo CRISPR/Cas9 knockout and adoptive transfer of CD8^+^ T cells. **b** Analysis of CD8^+^ T cells from model in **a**. **c** Deep RNA-seq of analyzed with Whippet of Control and Tardbp KO CD8^+^ T cells receiving Ag+Co after 3.5 days in vivo. Filtering included probability >0.9, Percent-spliced in (Psi) difference >0.1 or <−0.1; total reads >50; 100 splicing events shown, *n* = 8/group. **d** Examples of specific splicing events from A at Ikzf1 exon 4, Stat4 exon 2, and Fyb exon 12. Representative mRNA isoforms for each splicing event are shown below Psi plots, *n* = 8/group. **e** Western blot for Ikzf1 & Tardbp showing Ctrl & *Tardbp* KO CD8^+^ T cells pooled from (**a**) (*n* = 3 experimental replicates) including quantification of Isoform I to Isoform II ratio below. **f** Western blot for Ikzf1 of human CD8^+^ T cells undergoing CRISPR/Cas9 with Ctrl gRNA and *Tardbp* gRNA 4 days after stimulation CD3/CD28 stimulation (*n* = 3 experimental replicates) including quantification of Isoform I to Isoform II ratio below. Data are presented as mean values +/− SD using a two-sided t test with Benjamini, Krieger, and Yekutieli to control FDR where * represents *n* digits after decimal for *p* value. Source data are provided as a Source Data file.

Further, we tested whether the splicing activity of *Tardbp* had effects on protein isoform expression. Isoform II of Ikzf1 was nearly absent on immunoblotting in the *Tardbp* KO group, suggesting that splicing by *Tardbp* of Exon 4 of *Ikzf1* resulted in a consequential protein change (Fig. 4e). Probing for Tardbp also validated that this protein was not produced in our CD8^+^ T cells receiving *Tardbp* gRNA (4e). Notably, the pattern of Ikzf1 splicing was different in the absence of costimulation (lane 1 vs lane 4 of Fig. 4e) and levels of Tardbp were higher than in the *Tardbp* KO group. This indicated that while Tardbp was required for splicing of Exon 4 to produce *Ikzf1* isoform II in costimulated cells, a basal level of Tardbp still allows for production of *Ikzf1* Isoform II in naïve cells. Finally, this isoform change by *Tardbp* was confirmed in human CD8^+^ T cells responding to CD3/CD28 costimulation. Specifically, human PBMCs received either Cas9+gRNA control or gRNA against *Tardbp* and were then stimulated with CD3/CD28 beads, cultured for 4 days in IL-2 containing media, and sorted for activated cells expressing CD25. Western blot for Ikzf1 in activated CD8^+^ T cells once again showed a significant decrease in expression of Isoform II in the *Tardbp* KO group when compared with control gRNA, validating that *Tardbp* also controlled protein isoform splicing changes in human cells (Fig. 4f). Both mouse and human Ikzf1 isoform ratio changes were quantified among three independent experiments shown in 4e and f bottom panels. These results indicated that *Tardbp* mediates specific exon changes in TCR signaling genes in activated CD8^+^ T cells.

### *Tardbp* regulates costimulation-specific AS and APA events in CD8^+^ T cells

To address the original hypothesis that costimulation induces *Tardbp* to alter the splicing pattern of CD8^+^ T cells, we selected the alternative splicing and polyadenylation events significantly different between the Ag+Costim versus the Ag group (Fig. 2a) and then filtered these splicing events for *Tardbp* dependency using the control (Ctrl) and *Tardbp* knockout (KO) data in Fig. 4c (Supplementary Fig. 6). Critically, 41 splice events were exclusively costimulation and *Tardbp* dependent; these 41 events were predominantly composed of alternative polyadenylation (APA) changes (Supplementary Data 5). Moreover, 25 of these events were paired polyadenylation sites (PAS)—paired PAS events are indicated as PAS1 or PAS2, referring to the use of an upstream (PAS1) or downstream (PAS2) polyadenylation site within the 3′UTR of the gene (Fig. 5a, top 20 ranked by Psi difference shown). Six genes with splice events (*Ikzf1, Dhx30, Dlg1, Sos2, Atf2, and Skp2*) were previously identified to be induced by costimulation (out of the 26 initially identified), found in T cell costimulation pathways, and observed in *Tardbp* CLIP-seq data seen in Fig. 3 (Figs. 3, 5b and Supplementary Data 5, highlighted). In addition, we found that APA changes to the 3′UTR in the genes *Ikzf1*, *Mbnl1*, and *Tcf12* were identified in two separate analysis of APA using Whippet and DaPars (Fig. 5b). Importantly, these data showed that knockout of *Tardbp* in costimulated CD8^+^ T cells returned splice events to Psi levels seen with Ag alone (Fig. 5a Column 1 (Ag) and Column 4 (*Tardbp* KO)). In total, we found that specific alternative RNA splicing and polyadenylation events are directly dependent on the presence of *Tardbp* during the process of CD8^+^ T cell costimulation. In other words, *Tardbp* controls AS and APA events induced by costimulation of CD8^+^ T cells.

**Fig. 5:**
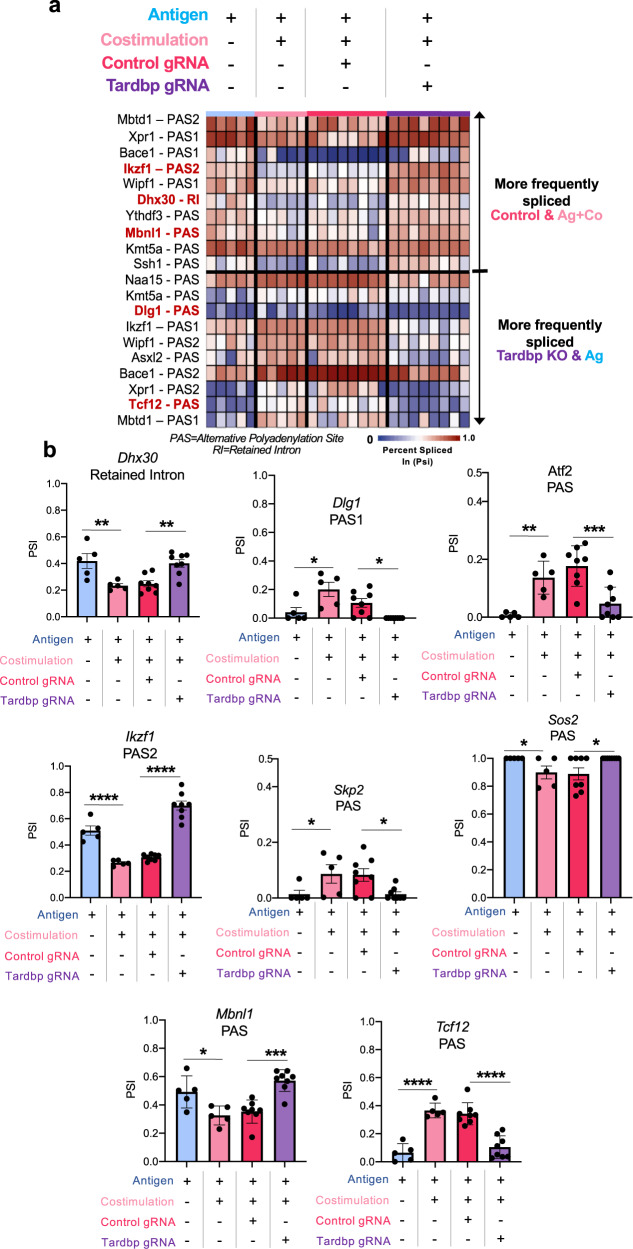
*Tardbp* regulates costimulation-specific alternative splicing and polyadenylation events in CD8^+^ T cells. **a** Deep RNA-seq analyzed with Whippet of Ag, Ag+Co, Control, and Tardbp KO CD8^+^ T cells after 4 days in vivo. Filtering included probability >0.9, Percent-spliced in (Psi) difference > 0.1 or <−0.1; total reads >50; top 20 splicing events of 41 shown by Psi difference, *n* = 5/group for Ag and Ag+Co, *n* = 8/group for Ctrl and Tardbp gRNA. **b** Examples of specific RNA alterations from (**a**) and Supplementary Data 5 (highlighted), *n* = 5/group for Ag and Ag+Co, *n* = 8/group for Ctrl and Tardbp gRNA. PAS = Alternative Polyadenylation Site. RI = Retained Intron. PAS1 or PAS2 indicate the presence of multiple PAS sites in one gene, with PAS1 being the upstream location and PAS2 the downstream. Selection criteria for Fig. 5 is shown in Supplementary Fig. 6. Data are presented as mean values +/− SD using a two-sided t test with Benjamini, Krieger and Yekutieli to control FDR where * represents *n* digits after decimal for *p* value. Source data are provided as a Source Data file.

### Optimal effector function of costimulated CD8^+^ T cells requires *Tardbp*

Finally, we tested if *Tardbp* was important for CD8^+^ T effector function. It is not feasible to examine *Tardbp’s* function in the absence of costimulation primarily because these cells undergo peripheral deletion in vivo without costimulation^2,3^. Thus, our experiments assessed the requirement of *Tardbp* for CD8^+^ T effector function after costimulation. First, clonal expansion of antigen-specific costimulated CD8^+^ T cells 3.5 days after immunization in the *Tardbp KO* group was significantly decreased compared to control (Fig. 6a). Importantly, clonal expansion levels of CD8^+^ T cells in the *Tardbp KO* group (mean of 4.2%) closely matched that seen after delivery of antigen alone (mean of 2.8%) (Fig. 1a vs. Fig. 6a). Second, after ex-vivo restimulation of antigen-specific CD8^+^ T cells, mean fluorescence intensity (MFI) of IFNγ was robustly reduced in *Tardbp* KO cells, indicating their ability to produce IFNγ was intact but not optimal (Fig. 6b, left panel). Importantly, 91.3% of antigen-specific CD8^+^ T cells were IFNγ+ in control samples and 83.9% were IFNγ+ positive in Tardbp KO samples, indicating the ability to still produce IFNγ by Tardbp KO cells albeit as a much lower level (Fig. 6b, right panel). Third, ex-vivo restimulation of *Tardbp* KO CD8^+^ T cells had significantly decreased secretion of IFNγ, IL-2, TNFα, IL-17, IL-3, and IL-1α (Fig. 6c–h). The reduction in expansion and cytokines highlighted *Tardbp* as essential for optimal effector function of CD8^+^ T cells. Importantly, we tested whether human CD8^+^ T cells responding to CD3/CD28 costimulation were also dependent on splice factor *Tardbp* for optimal effector function. ELISA after restimulation showed a significant decrease of IFNγ levels in *Tardbp* KO human CD8^+^ T cells (Fig. 6i). In total, in vivo and in vitro data show that *Tardbp* is an essential regulator of alternative RNA splicing and polyadenylation, consequential protein isoform changes, clonal expansion, and optimal effector function of CD8^+^ T cells receiving costimulation from mice and humans. Finally, these data point to a mechanism of CD8^+^ T cell costimulation that directly depends on RBPs regulating alternative splicing and polyadenylation to optimize clonal expansion and effector function during an antigen-specific immune response.

**Fig. 6:**
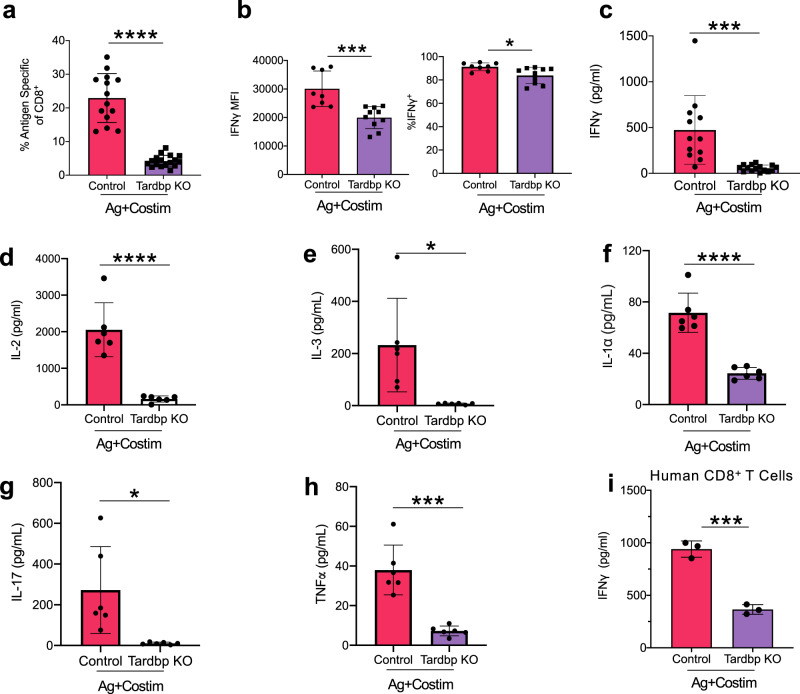
Optimal effector function of costimulated CD8^+^ T cells requires *Tardbp*. **a** Expansion of antigen specific CD8^+^ T cells with and without splicing factor *Tardbp* after costimulation processed as in 4A, *n* = 14 for Ctrl, *n* = 17 for Tardbp KO over 3 independent biological replicates. **b** Intracellular staining for IFNγ after 4 h restimulation with PMAi measured by mean fluorescence intensity (MFI) (left panel) & percentage of Live, TCR-Vα2^+^, TCR-Vβ5^+^, CD45.1^+^, CD8^+^ T cells that are IFNγ^+^ (right panel) between Ctrl and *Tardbp* knockout groups, *n* = 8 for Ctrl, *n* = 10 for Tardbp KO over three independent biological replicates. **c** IFNγ levels by ELISA 20 h after restimulation with PMAI between Ctrl and *Tardbp* KO groups, *n* = 12 for Ctrl, *n* = 15 for Tardbp KO, 3 independent biological replicates. **d**–**h** Inflammatory cytokine levels by multiplex ELISA 20 h after restimulation with PMAI between Ctrl and *Tardbp* KO groups, *n* = 6 per group. **i** IFNγ levels by ELISA 20 h after restimulation with PMAi between Ctrl and *Tardbp* KO groups of human CD8 T cells 4 days after CD3/CD28, n = 3/group, each point is an independent biological replicate. All mouse restimulation experiments were conducted on cells sorted directly ex-vivo. Data are presented as mean values +/− SD using a two-sided t test with Benjamini, Krieger and Yekutieli to control FDR where * represents n digits after decimal for *p* value. Source data are provided as a Source Data file.

## Discussion

The accepted understanding of T cell activation has offered that costimulation acts through increased transcription to regulate clonal expansion, inflammatory function, and survival of T cells^1^. Although transcription is required for CD8^+^ T cell activation, we demonstrate that alternative splicing and alternative polyadenylation changes explain the actions of costimulation and regulate optimal T effector function. This conclusion hinges on the following findings seen here: (1) Costimulation (but not priming alone) induces significant upregulation of RNA binding proteins involved in AS and APA. (2) Costimulation induces hundreds of AS and APA changes in CD8^+^ T cells, (3) RNA binding protein *Tardbp* controls AS and APA events in CD8^+^ T cells, and (4) *Tardbp* is necessary for optimal CD8^+^ T effector function after costimulation. AS and APA changes have been previously shown during T cell activation^40^. However, few large-scale studies have conclusively demonstrated the necessity of RNA binding proteins regulating AS and APA for optimal T cell function after activation in vivo. Thus, regulation of costimulation via AS and APA events controlled by RNA binding proteins such as *Tardbp* represents a mechanism necessary for effector CD8^+^ T cell function.

Conventional wisdom highlights that antigen recognition by the T cell receptor induces the synthesis of the transcription factors NFAT, AP-1, and NFkB^41^. Further, costimulation increases the production of the AP-1 and NFkB transcription factors, thereby increasing the transcription of IL-2 mRNA^41^. Our data show, that while there are indeed transcriptional changes in NFAT, AP-1, NFkB, and IL-2 transcripts, they primarily occur after antigen priming (Supplementary Fig. 2b). Transcriptional changes after costimulation, however, are dominated by the upregulation of RBPs regulating AS and APA (Supplementary Fig. 2a). While antigen-primed cells are not overtly anergic given their ability to expand and produce IFNγ seen in Fig. 1a and b, the signals of costimulation, carried out by downstream RBPs, optimize response to promote maximal CD8^+^ T cell activation. We selected CD134 and CD137 costimulation in this study as it was previously shown to significantly increase effector potential of T cells and is the subject of a recent cancer immunotherapy clinical trial^42^. The knockout of RBP Tardbp in both CD134/CD137 costimulation and CD28 costimulated CD8^+^ T cells showed a significant decrease in effector function of these cells. It is important to note that CD28 is constitutively expressed on CD8^+^ T cells, while CD134/CD137 signals are specifically induced after TCR activation^43^. Despite this difference, we expect CD28 signaling to induce RBPs and show in Fig. 4f (naïve to costimulated) that these human CD8^+^ T cells have endogenous splicing changes in Ikzf1 and are dependent on Tardbp for activation (Fig. 6i). In total, this evidence suggests that several costimulation signals can induce RBP-mediated AS and APA changes, alongside minor transcriptional changes in canonical signaling genes NFAT, AP-1, and NFkB after priming, to allow for optimal effector function of CD8^+^ T cells.

Importantly, we found that AS events favor core exon splicing, with primarily exon skipping events in costimulated cells. Further, as we and others have shown that there is significant shortening of the 3′UTR of transcripts after costimulation due to APA (Fig. 2e and Supplementary Fig. 4e), it is possible that this leads to altered transcript stability leading to decreased mRNA decay and changes in RBP interactions^44^. When paired with the finding that retained introns were significantly reduced in costimulated cells, this offers a concept suggesting that costimulation increases the efficiency of splicing and alternative polyadenylation. In other words, costimulation-induced increases in expression of RNA binding proteins controlling AS and APA may stimulate greater splicing of transcripts to produce functional and stable mRNA isoforms, resulting in a functional protein. Our supplemental data offers further support for this hypothesis, as costimulated CD8^+^ T cells show an increase in NMD-insensitive transcripts (Supplementary Fig. 4f). This is in contrast to unproductive isoforms that, often, contain intron regions and stop codons inhibiting protein production and leading to NMD-sensitive transcripts. Furthermore, the observation of increased protein domain gain was surprising given the prevalence of exon skipping in costimulated CD8^+^ T cells—however, we attribute these protein consequences to potentially skipping exon and intron regions that target transcripts for NMD (Supplementary Fig. 4d, f). In total, our work offers the hypothesis that, in fact, priming of T cells first increases transcript abundance of immune signaling genes. At this stage, a number of these transcripts are “unproductive” and are targeted for NMD. Subsequent costimulatory signal induces upregulation of RNA binding proteins that carry out AS and APA, specifically increasing exon skipping, decreasing intron retention, and shortening 3′UTRs, to produce protein-coding transcripts necessary for optimal effector T cell response.

Given that we found splicing sites in TCR signaling genes specifically controlled by *Tardbp*, this suggests an essential role for *Tardbp* in controlling TCR signaling gene isoforms in the process of T cell activation (Fig. 5). Further, prior work has shown a role for additional RBPs during T cell activation^40^. As we found 18 other RBPs to be upregulated after costimulation and found binding sites for many RBPs near splicing sites changed after T cell costimulation, it would be of interest to test the role of these RBPs in T cell function and contributions to the actions of costimulation. Recent studies have explored the use of pharmacological modulators of splicing to enhance anti-tumor immunity, though none have done so in T cells^45,46^. A critical application of understanding RBP regulation of T effector function could be, for example, use in CAR-T therapy. Here, transcript-specific splicing modifications with CRISPR/Cas9 could be used to induce a more favorable activation profile of T cells without changing gene levels globally as is done currently by the addition of costimulatory signaling domains. Indeed, the adoptive transfer-CRISPR/Cas9 model used in this study closely mimics the CAR-T cell process in vivo and can be further used to therapeutically test isoform-specific modifications. Modifying essential splicing changes in T cells from patients has recently been explored by the use of targeted anti-sense oligonucleotides^47^. Finally, one major question that remains is whether RNA splicing and/or polyadenylation are sufficient to induce T cell activation. Further studies are needed to elucidate the ability of specific RBPs, AS, and APA to regulate T cell functions. In conclusion, costimulation of CD8^+^ T cells leads to RBP-driven reprogramming of the transcript isoform landscape; a requirement for optimal T effector function.

## Methods

### Mice

All animal studies were performed in accordance with UConn Health (Farmington, CT) Institutional Animal Care and Use Committee regulations and were approved by the committee. Mice were maintained on a 12 h dark/light cycle at 30–70% humidity and 20–26.1 °C. C57BL/6J CD45.2 (WT) mice were purchased from The Jackson Laboratory (Bar Harbor, ME). Ova (SIINFEKL^257–264^)-specific OT-I TCR transgenic, recombination activating 1-deficient (*Rag1*^*−/−*^) or (*Rag2*^*−/−*^) mice that were WT on C57BL/6J CD45.1 or C57BL/6J CD45.1/2 Het background were bred in house (OT-I CD45.1, OT-I CD45.1/CD45.2) or purchased from Taconic (OT-I CD45.2 Model #2334, Rensselaer, NY). All mice were maintained in the UConn Health Animal Facility in accordance with National Institutes of Health guidelines. All mice used in these studies were between 1.5 and 8 months of age including both female and male sex.

### Adoptive transfer and immunizations

Naïve splenic OT-I cells (5 × 10^5^ viable CD8^+^ Vα2^+^ Vβ5^+^ CD45.1^+^, CD45.2^+^, or CD45.1^+^/CD45.2^+^) were intravenously transferred into WT C57BL/6J recipients. As before^2,3^, recipient mice were injected intraperitoneally with 100 µg SIINFEKL^257–264^ peptide (InvivoGen, San Diego, CA) + 100 µg of rat IgG control (Ag group) or with agonist anti-CD134 (Clone OX-86 mAb; Bio X Cell, Lebanon NH) and agonist anti-CD137 (Clone 3H3 mAb; Bio X Cell) (Ag+Costim group) 4–6 h after adoptive transfer. Flow cytometry was used to calculate percentage of CD8^+^ CD45.1^+^, Vα2^+^, Vβ5^+^ of total CD8+ from spleen and lymph nodes as in Fig. 1a prior to sorting. Cells from spleen and lymph nodes were sorted for CD8^+^ CD45.1^+^, Vα2^+^, Vβ5^+^ markers 3 days and 12 h after stimulation by flow cytometry for >95% purity prior to use in downstream assays shown in Fig. 1b–f.

### Flow cytometry

Surface staining: naïve OT-I splenocytes for adoptive transfer were identified as (catalog/clone): LIVE/DEAD Fixable Blue Dead^−^ (ThermoFischer, Catalog #L23105, Waltham, MA), CD8^+^ (BD Biosciences, Catalog #558106, Clone 53–6.7, Franklin Lake, NJ), CD4^−^ (Tonbo Biosciences, Catalog #60–0042, Clone RM4–5, San Diego, CA), CD45.1^+^ (eBioscience, Catalog #17-0453-82, Clone A20, Waltham, MA), CD45.2 (Invitrogen, Catalog# 11-0454-81, Clone 104, Waltham, MA), Vα2^+^ (eBioscience, Catalog #46-5812-80/B20.1), Vβ5^+^ (BD Bioscience, Catalog #553190/MR9-4). Analysis of cells was conducted using LIVE/DEAD Fixable, CD4 (Invitrogen), CD45.1 (eBioscience), CD45.2 (Invitrogen), Vα2 (eBioscience), Vβ5 (BD Bioscience), CD8 (BD Biosciences). LSR Aria IIa (BD Biosciences) was used for acquisition. Viable cell gate is representative of a size gate, single-cell gate, and viability gate. All sorting was done using FACSAria II (BD Biosciences). Gating strategy is shown in Supplementary Fig. 1b.

For intracellular staining^2,3^, cells were incubated for the last 5 h in the presence of GolgiPlug (BD Biosciences), surface stained, fixed with 1.5% PFA, permeabilized with 1% Saponin, and stained at 4 °C overnight with IFNγ (BD PharMingen, Catalog# 554412, Clone XMG1.2, Franklin Lake, NJ). The acquisition was performed by LSRIIa.

Human PBMCs were identified: CD8^+^ (BD Biosciences, Catalog #341051, Clone SK1, Franklin Lake, New Jersey), CD4^−^ (BD Biosciences, Catalog #561840, Clone RPA-T4,Franklin Lake, New Jersey), CD25^+^ (BD Biosciences, Catalog #565106, Clone 2A3, Franklin Lake, New Jersey).

All flow cytometry data were gathered using BD FACSDiva 9.0 and analyzed with FlowJo 10.6.1 (Tree Star, Ashland, OR).

### ELISA

All cells were restimulated for 20 h with phorbol 12-myristate 13-acetate (PMA; 50 ng/ml Calbiochem, Darmstadt, Germany) + ionomycin (1 µg/ml Invitrogen) prior to ELISA. Secreted IFNγ from purified human CD8^+^ T cell culture supernatants was analyzed by ELISA (R&D Systems, Catalog #DIF50C, Minneapolis, MN). Secrete IFNγ from purified mouse CD8^+^ T cell culture supernatants was analyzed by ELISA (R&D Systems, Catalog# MIF00). Multiplex on purified mouse CD8^+^ T cell cultures was conducted in house.

### Bulk RNA-seq

For each group, 10^4^–10^6^ cells were lysed in Trizol lysis buffer. RNA was extracted and processed using a QIAGEN miRNEasy Extraction kit. RNA library construction was done using a SMART-Seq v.4 Ultra-low input kit (Takara Bio, Shiga, Japan) and cDNA was converted to sequencing library using NexteraXT DNA Library Prep Kit with indexing primers (Illumina, San Diego, CA). For transcriptomics, libraries were sequenced for single end 1 × 100bp reads at 30million reads/sample. For deep-sequencing, libraries were sequenced for paired end 2 × 100bp or 2 × 150 bp reads for 50–100 million total reads/sample on a NOVASeq 6000 (Illumina). Quality controlled reads (fastq) were aligned to mouse genome (mm10) using HISAT2 and BAM file conversion, sorting, and indexing were done with Samtools^48,49^. Read counts were obtained from resulting BAM files using Stringtie^50^. For transcriptomics analysis, differentially expressed genes were identified using DESeq2 (FDR < 0.05)^51^. FPKM values from Stringtie of most differentially expressed transcripts by FDR were used to create heatmaps of significant DEGs. Pathway analysis was conducted using PathfindR^52^. Library preparation and sequencing was conducted by the Whitehead Institute Genome Technology Core (Boston, MA).

For RNA splicing analysis, raw reads (fastq) were processed using Whippet for alternative splicing, alternative polyadenylation, or alternative TSS events^29^. Significantly differentially spliced events were identified using probability > 0.9 and percent spliced in (PSI) differential of >0.05 or <−0.05 for deep sequencing of Ag vs Ag+Costim groups and probability >0.9, Psi difference >0.1 or <−0.1, and Total Reads >50 for deep sequencing of CRISPR control gRNA vs Tardbp KO groups.

For additional analysis of RNA splicing and protein isoform changes, read counts obtained from Stringtie were processed using IsoformSwitchAnalyzeR^30^. Significant splice switch changes or protein consequences of isoforms were identified using FDR < 0.05 and dIF > 0.1 or dIF < −0.1.

For additional analysis of alternative polyadenylation sites, aligned BAM files were converted to Bedgraph format and processed using DaPars^31^. Significant polyadenylation events were identified by FDR < 0.05 and Percentage of Distal PolyA site Usage Index (PDUI) > 0.15 or <−0.15.

### Human PBMC stimulation

PBMCs from healthy male and female donors between 18 and 55 years of age (Stem Cell Technologies, Catalog #70025, Vancouver, Canada; informed consent: “This consent form provides information about the research study. You will be asked to read this consent form and the study staff will review the consent form with you and answer any questions you may have. If you decide to participate in the study, you will be asked to sign and date this consent form. You will be given a copy of this signed and dated consent form. You should not join this research study until all of your questions are answered.”) were obtained from Stem Cell Technologies under a protocol approved by the Western Institutional Review Board (WIRB). PBMCs were cultured at 1 × 10^6^ cells/ml in Complete T cell Media (RPMI 1640 (ATCC, Catalog #30–2001, Manassas, VA) 2 mM L-glutamine, 10 mM HEPES, 1 mM sodium pyruvate, 4500 mg/L glucose, and 1500 mg/L sodium bicarbonate, 1× Antibiotic-antimycotic (Gibco, Catalog #15240062, Waltham, MA), 1× Non-essential amino acids (Gibco, Catalog #11140050) and 10 ng/mL recombinant human IL-2 (R & D Systems, Catalog #202-IL-010). Cells were stimulated with anti-CD3/anti-CD28 Dynabeads (Gibco, Catalog #11131D) for 4 days at a 1:1 ratio of cells:beads. Cells were restimulated for 20 h with phorbol 12-myristate 13-acetate (PMA; 50 ng/ml Calbiochem, Darmstadt, Germany) + ionomycin (1 µg/ml Invitrogen).

### Statistics

Unless otherwise indicated, dots represent an individual biological replicate, and summary graphs represent means ± SD. Analyses were performed with GraphPad Prism version 8 (GraphPad Software). For comparisons between groups, we used two sided unpaired t-test. *P* values of <0.05 were considered statistically significant and are further defined as indicated.

### CRISPR/Cas9 in vivo

CRISPR/Cas9 experiments in vivo followed the protocol as previously described by Nussing et al.^22^. Briefly, splenocytes from naïve CD45.1^+^, CD45.2^+^ OT-I mice were enriched for CD8^+^ T cells and separated into 5-10million cells per group. Control gRNA (gcacuaccagagcuaacuca) or gRNA against *Tardbp* (guuuguuggacguuguacag, PAM sequence added by Synthego, Menlo Park, CA) were complexed with Cas9 enzyme and electroporated into CD8^+^ OT-I cells. After recovery, cells were adoptively transferred into C57BL/6J mice. Recipient mice were injected intraperitoneally with 100 µg SIINFEKL^257–264^ peptide (InvivoGen, San Diego, CA) + 100 µg of rat IgG control or agonist anti-CD134 (Clone OX-86 mAb; Bio X Cell, Lebanon, NH) and agonist anti-CD137 (Clone 3H3 mAb; Bio X Cell, Lebanon, NH) 4–6 h after adoptive transfer. Cells were sorted for CD8^+^ CD45.1^+^, CD45.2^+^ markers 3 days and 12 h after stimulation by flow cytometry for >95% purity prior to use in downstream assays. Viable cell gate is representative of a size gate, single-cell gate, and LIVE/Dead negative gate.

### CRISPR/Cas9 in vitro

CRISPR/Cas9 experiments in vitro followed the protocol as previously described by Seki and Rutz^53^. PBMCs from healthy donors were cultured in Complete T cell media and electroporated with Cas9/ control gRNA (gcacuaccagagcuaacuca) or *Tardbp* gRNA (gacgcaaguaccuuagaauu, PAM sequence added by Synthego, Menlo Park, CA) complex. Cells were then stimulated with CD3/CD28 beads for 4 days as described above. CD8^+^ CD25^+^ Live cells were then sorted using FACS for >95% purity prior to use in downstream assays. Viable cell gate is representative of a size gate, single-cell gate, and LIVE/Dead negative gate.

### CLIP-Seq analysis

POSTAR3 database was used for all CLIP-seq binding site analysis^36^. Human CLIP-seq data against RNA binding proteins of interest was visualized using Genome Browser and searched for binding sites within 100 bp of splice site of interest by chromosomal position.

### Mass spectrometry

The fractions of interest were lyophilized, resuspended in trypsin digestion buffer, peptides were obtained and identified by LC MS/MS. Mass Spectrometry was conducted at the UConn Proteomic and Metabolomics Core Facility (Storrs, CT).

### Immunoblotting

Immunoblotting was conducted as described previously^54^. In brief, Protein samples were resuspended in denaturing SDS sample buffer and resolved by SDS-PAGE and immunoblotted. Briefly, samples were resolved on 4–15% SDS PAGE, transferred onto 0.2 μm nitrocellulose membrane (BIORAD, Hercules, CA), probed with primary antibodies, washed, then incubated with secondary HRP-conjugated antibodies or avidin-HRP. Western blot detection was performed using ECL plus (Amersham, Arlington Heights, IL). Antibodies used include: Rabbit anti-Tardbp (Abcam Inc, Clone EPR5810, Catalog #ab109535, 1:1000), Rabbit anti-Ikaros (Cell Signaling Technology, Catalog #14859, Clone D6N9Y, 1:1000), Rabbit anti-Actin (20–33) (Sigma-Aldrich, Catalog #A5060, 1:1000), Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody HRP (ThermoFisher Scientific, Polyclonal, Catalog #G-21234, 1:5000).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

All novel RNA-seq data have been deposited in the Gene Expression Omnibus under accession number GSE200240 at. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Optimal CD8+ T cell effector function requires costimulation-induced RNA-binding proteins that reprogram the transcript isoform landscape
**Source:** Nat Commun. 2022 Jun 20;13:3540. doi: 10.1038/s41467-022-31228-0
**Supplement:** Supplementary file 1 — Supplementary Information

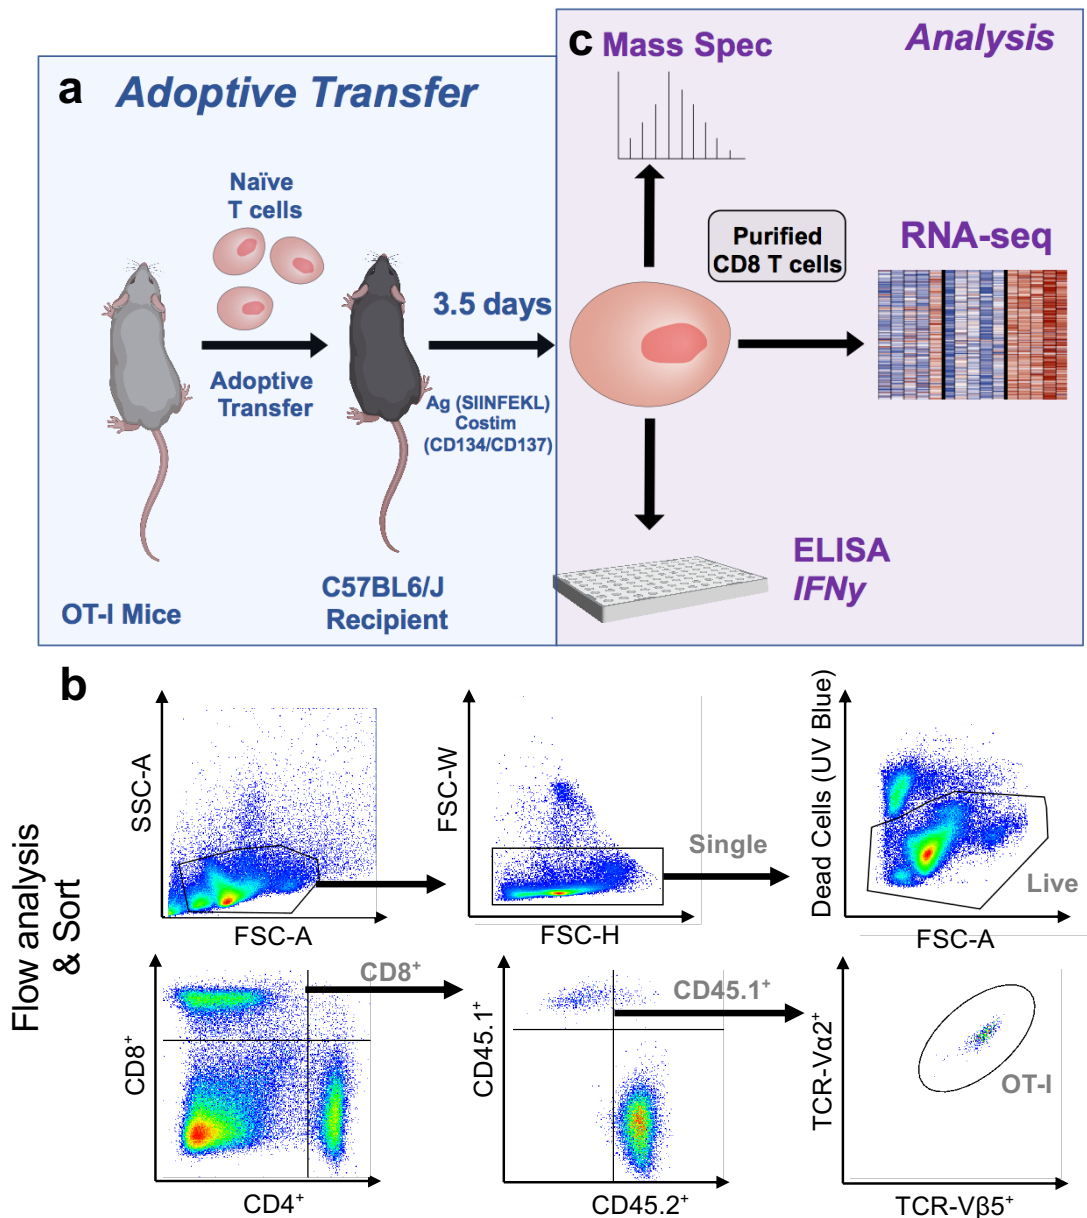

**Sup Fig. 1 Representative experimental design for analysis and sort of costimulated CD8<sup>+</sup> T cells in Fig 1**

**a.** Total splenocytes and lymph nodes were collected from naïve OT-I mice and adoptively transferred into C57BL6/J recipients. Recipients were then immunized with antigen alone (SIINFEKL) or antigen+costimulation (SIINFEKL + anti-CD134 + anti-CD137). Splenocytes and lymph nodes were harvested 3.5 days after adoptive transfer and analyzed for percent TCR-V $\alpha$ 2<sup>+</sup>, TCR-V $\beta$ 5<sup>+</sup>, CD45.1<sup>+</sup> cells of total CD8<sup>+</sup> T cell. Splenocytes and lymphocytes from lymph nodes were then sorted for Live, TCR-V $\alpha$ 2, TCR-V $\beta$ 5, CD45.1<sup>+</sup>, CD8<sup>+</sup> T cells. **b.** Representative gating strategy of calculation for Fig 1b and sorting for pure TCR-V $\alpha$ 2<sup>+</sup>, TCR-V $\beta$ 5<sup>+</sup>, CD45.1<sup>+</sup>, CD8<sup>+</sup> T cells. **c.** RNA was extracted for RNA-seq and protein fractionation was performed for mass spectrometry. Sorted, pure CD8<sup>+</sup> T cells were restimulated with PMAi for 20h before measurement of IFN $\gamma$  by ELISA.

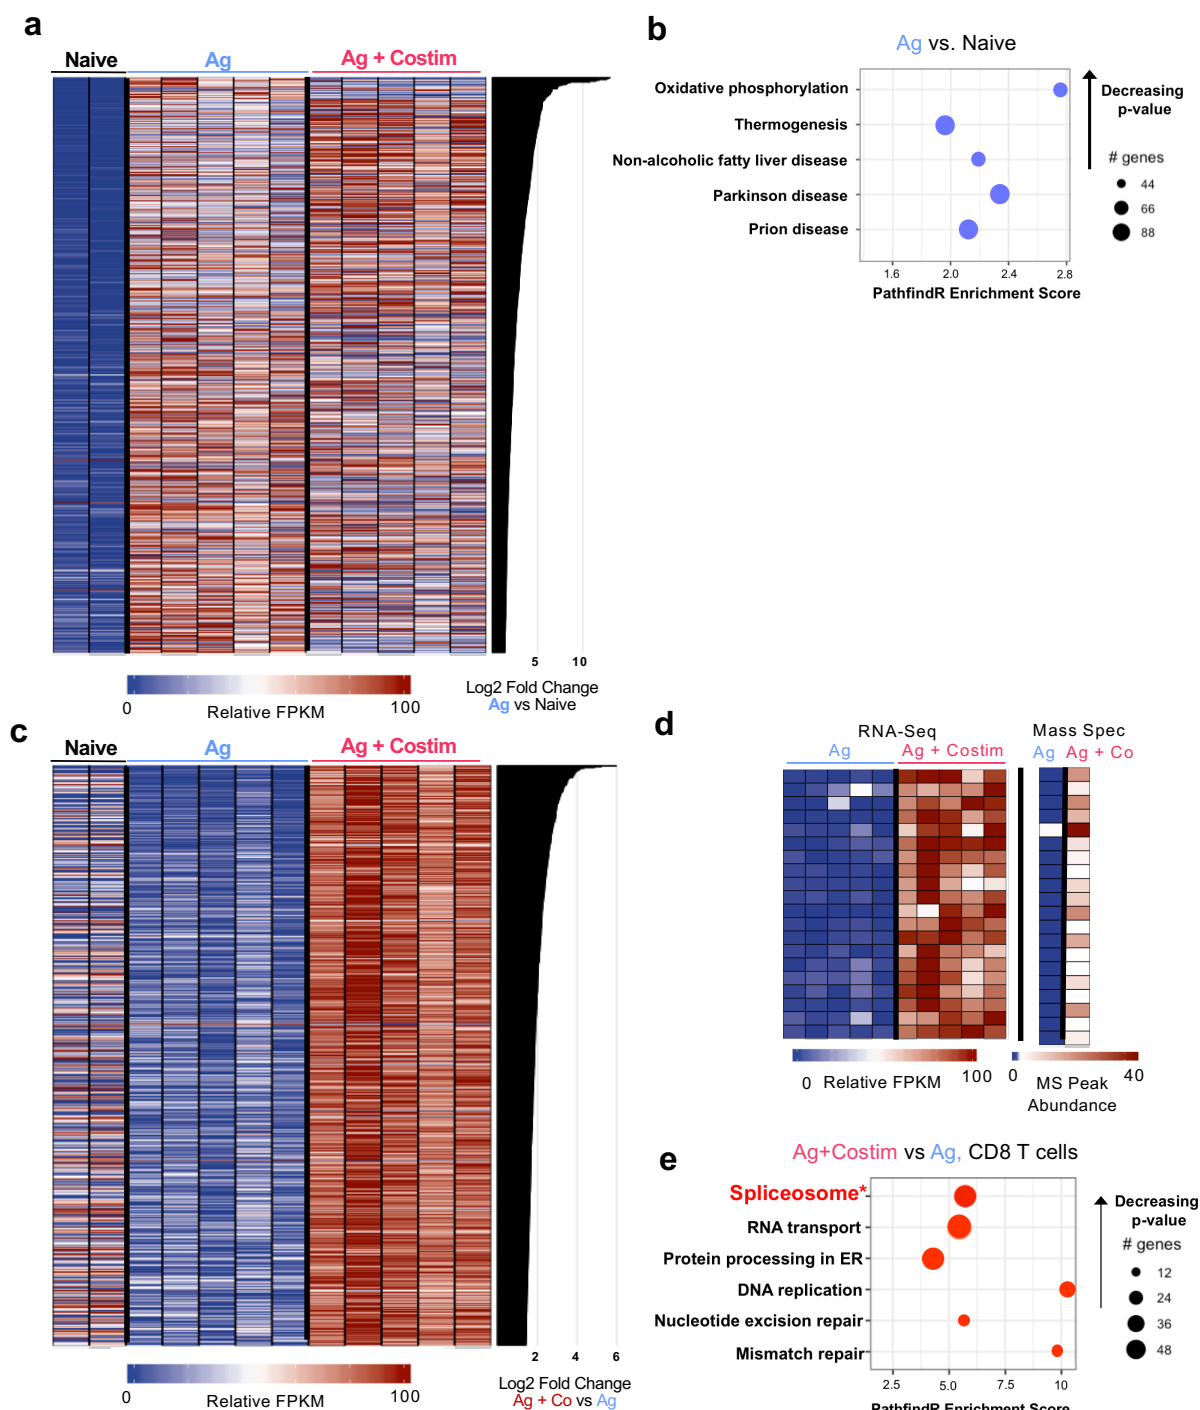

### Sup Fig. 3 Costimulation of CD8<sup>+</sup> T cells induces a unique gene signature of RNA splicing

**a.** Relative FPKM levels of the top 700 genes ranked by  $\log_2$  fold change between antigen and naïve groups ( $FDR < .05$ ).  $n > 2$ /group. 

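For Ag against Naive in the second experiment, 4559 genes were called higher and 4233 lower in Ag. Limma on log2(gene FPKM + 1) moved this split most among the alternatives that keep all libraries, to 3606 higher and 5804 lower. Without Naive 2, 2906 genes were called higher and 2807 lower. With every Ag library above or below both Naive libraries and a mean log2 CPM above 3, 3052 genes were higher and 2586 lower, a separation that chance gives in 9.52% of genes. The largest rises among them were Nrgn (8.51), Zbtb32 (8.23), Nrn1 (8.08), Igkc (7.48) and Ctla4 (7.14), given as log2 fold changes. Zbtb32 (ENSMUSG00000006310.10, chromosome 7, 30589681 to 30598909), a transcription factor, rose from 1.69 ± 0.432 CPM (SD, n = 2) to 508 ± 133 CPM (SD, n = 5), with a standard error of 0.34 (adjusted p = 1.29e-08 from edgeR's quasi-likelihood test). Ctla4 (ENSMUSG00000026011.13, chromosome 1, 60887000 to 60915832), an inhibitory receptor of T cells, rose from 1.01 ± 0.323 CPM (SD, n = 2) to 142 ± 25.3 CPM (SD, n = 5), with a standard error of 0.42 (edgeR's adjusted p = 7.38e-08). The largest falls were Gm24270 (-6.94), Lars2 (-6.32), Gm21982 (-5.39), Gm23935 (-5.10) and C230085N15Rik (-4.69). Lars2 went from 9260 ± 5.53 CPM (SD, n = 2) to 116 ± 83.5 CPM (SD, n = 5). Gm21982 overlaps Rbm42 and Haus5, and C230085N15Rik overlaps Satb1, on the same strand.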

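Between Naive and Ag, the oxidative phosphorylation families had a median log2 fold change of 0.85, with 87 of 101 genes called higher by edgeR (adjusted p = 3.77e-17 with camera). The proteasome families had a median of 0.66, with 40 of 49 genes called higher (camera's adjusted p = 2.29e-10). The DNA replication families had a median of 0.31, with 33 genes called higher and 15 lower (camera's adjusted p = 0.0253). The splicing families had a median of 0.15, with 32 of 81 genes called higher and 23 lower (camera's adjusted p = 0.60). The ribosomal protein families had a median of 0.16 (camera's adjusted p = 0.0698), and camera called them higher without Naive 1 (0.25), without Ag 2 (0.23) or without Ag 5 (0.20), with no filter on low counts (0.17) and with the GC correction (0.25). With the length correction, camera called them lower (-0.079). Both corrections were chosen after the data were seen. Fry called the first 3 of these families as camera did, and the estimated correlation called none.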

Data is derived from RNA-seq of cells seen in Fig 1a (OT-I, CD45.1<sup>+</sup> cells of CD8<sup>+</sup> T cells 3.5 days after receiving antigen alone ) and naïve OT-I CD8<sup>+</sup> T cells. **b.** Pathway analysis of 700 genes ranked by  $\log_2$  fold change between Ag alone and Naïve (blue). **c.** Relative FPKM levels of 700 genes ranked by  $\log_2$  fold change ( $FDR < .05$ ) between Ag+Costim and Ag alone groups,  $n = 5$ /group. Data is derived from RNA-seq of cells seen in Fig 1a (OT-I, CD45.1<sup>+</sup> cells of CD8<sup>+</sup> T cells 3.5 days after receiving antigen alone and antigen plus costimulation) **d.** Top 20 (of 925) genes found to be significantly upregulated expressed between Ag+Costim and Ag alone groups in both RNA & mass spectrometry experiments ( $FDR < .05$ ),  $n = 5$ /group for RNA,  $n = 1$  sample pooled from 5/group for mass spectrometry. **e.** Pathway analysis of 925 genes identified in 1d ranked by  $\log_2$  fold change between Ag+Costim and Ag alone groups.

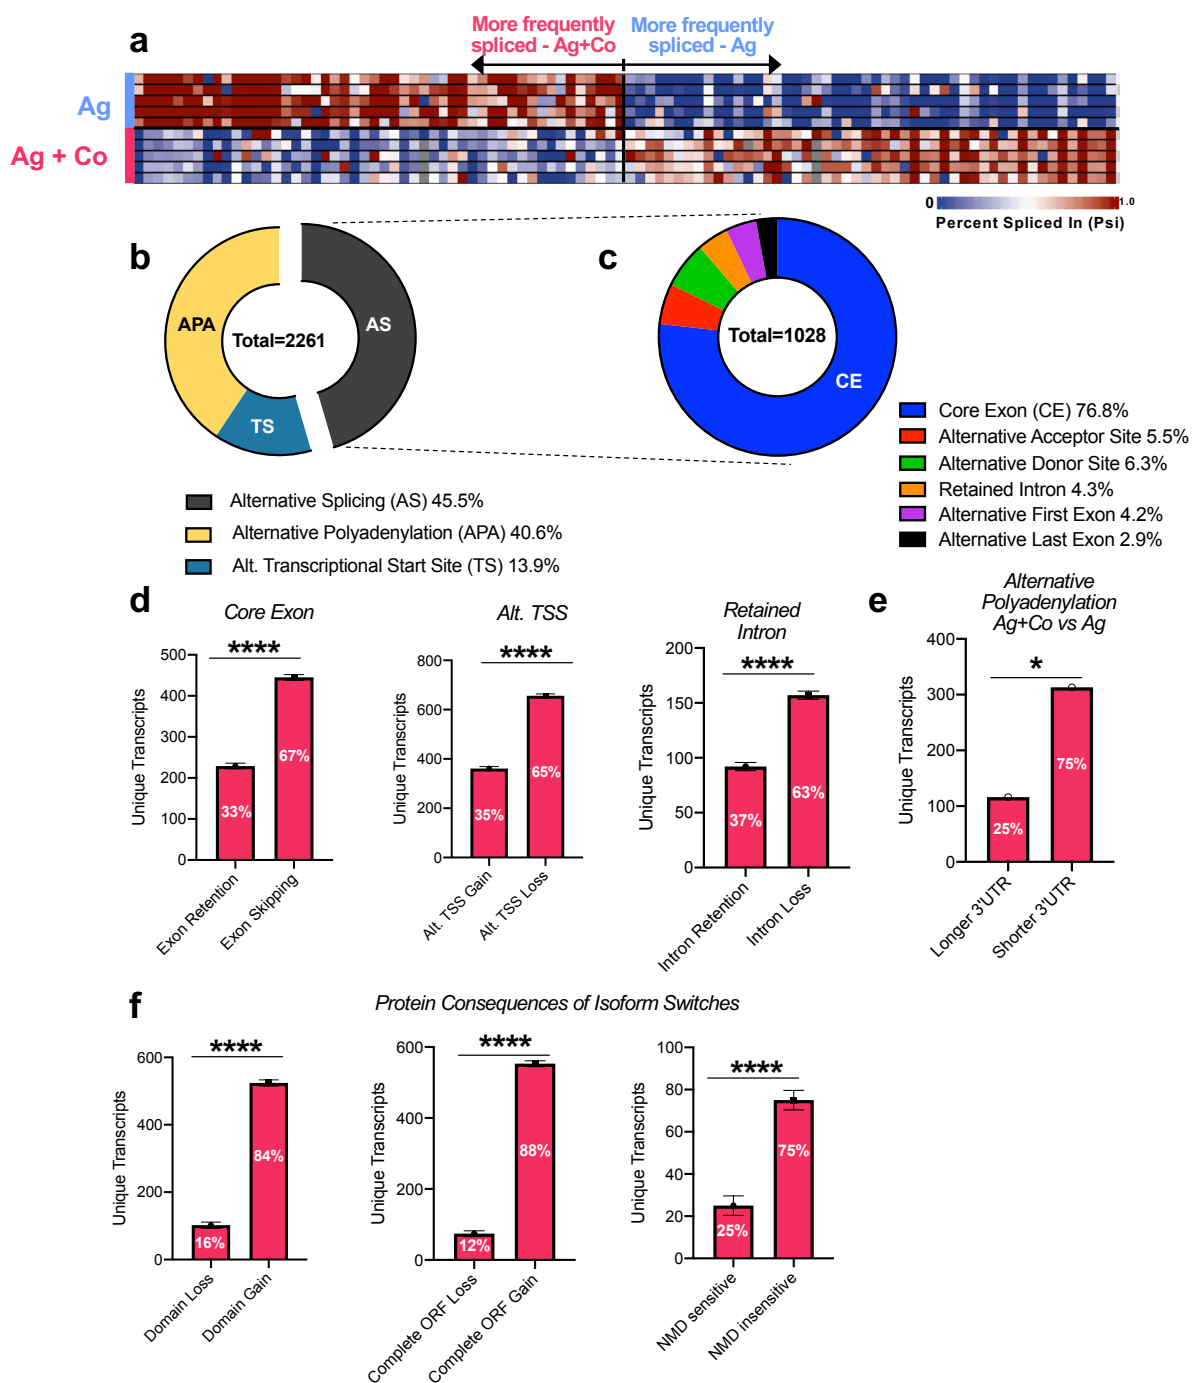

## Sup Fig 4: Costimulation of CD8<sup>+</sup> T cells induces exon skipping, intron loss, and nonsense mediated decay insensitive transcripts

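Of the 1026 alternative splicing events that passed here, 787 were core exons, 65 alternative donors, 57 alternative acceptors, 44 retained introns, 43 alternative first exons and 30 alternative last exons. Psi was higher in Ag+Costim for 638 core exons and lower for 149. Alternative last exons were lower in 25 of 30 events and alternative first exons in 26 of 43. Alternative donors were lower in 37 of 65 events, and alternative acceptors in 31 of 57. Tandem transcription starts were higher in 152 events and lower in 162, and tandem polyadenylation nodes were higher in 488 and lower in 431. Nodes of 1 gene share reads, so events within a gene are not independent. Whippet's entropy, a measure of how many paths an event takes, was 0 for 427 of the 787 core exons.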

**a.** Percent spliced in levels (Psi) of 2261 splice site differences in 1000 genes between Ag and Ag+Costim groups (Probability > .9, Psi Diff > .05 or < -.05) after Whippet analysis of RNA-seq of samples from Sup Fig.2 comparing antigen+costim and antigen alone groups (100 shown), n=5/group. **b.** Distribution of RNA alterations of events seen in Sup Fig 3a. **c.** Distribution of alternative splicing events from Sup Fig 3b. **d.** Isoform switch analysis of splicing sites from RNA-seq samples in Sup Fig. 2 showing enrichment of splicing event type between Ag+Costim and Ag groups. Percentages represent a fraction of the total number of exon splicing events between Ag+Costim and Ag groups i.e. 67% of exon splicing events were skipped exons (in the Ag+Co group) while 33% were included exons, n=5 samples/group. **e.** Analysis of alternative polyadenylation sites and 3'UTR length between Ag+Costim and Ag groups, n=5 samples/group. **f.** Predicted protein consequences of isoform switches in Sup Fig 3a. Data are presented as mean values +/- SE derived from two-sided Fisher's exact test with Benjamini-Hochberg adjustment for multiple comparisons, n=5 samples/group.

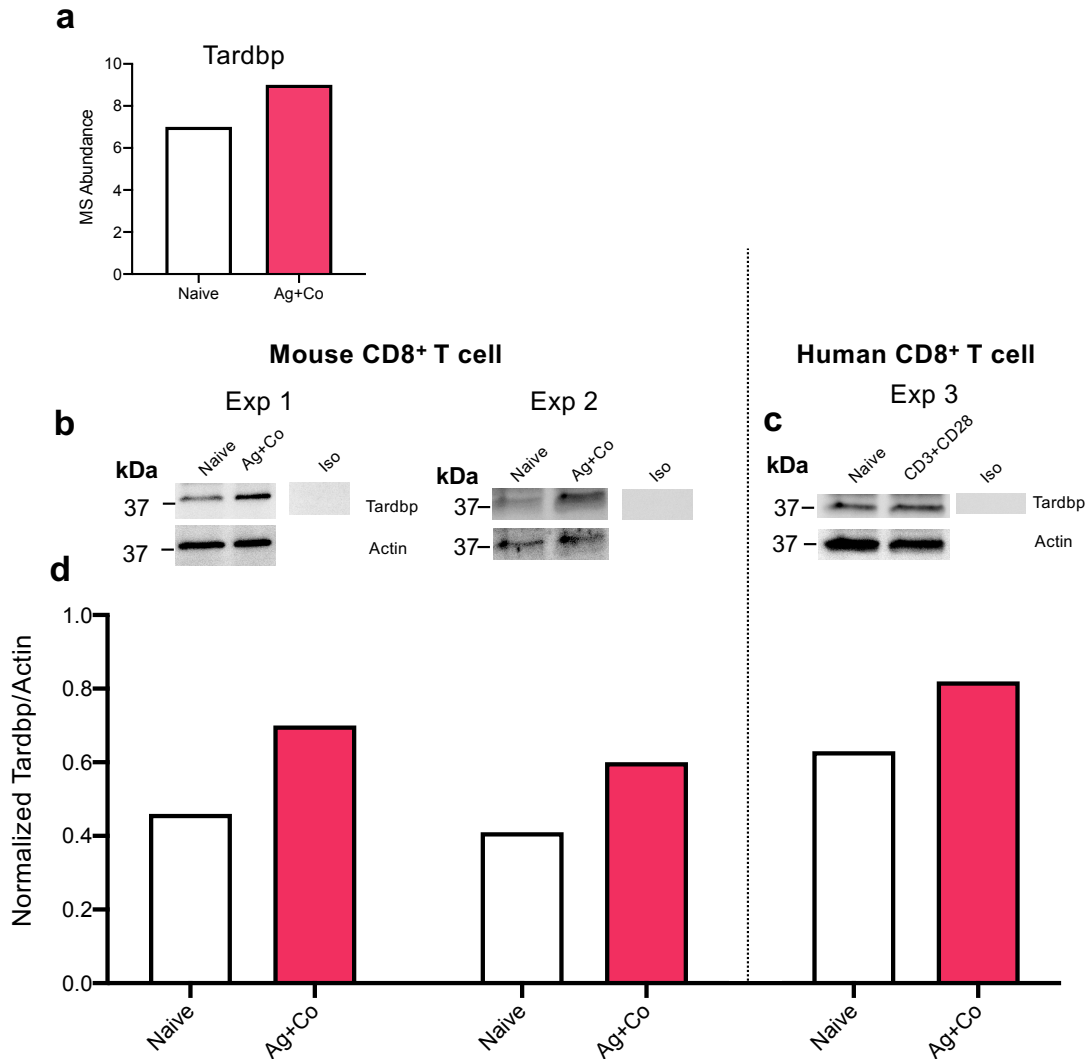

### Sup Fig 5: Expression of Tardbp in CD8<sup>+</sup> T cell is upregulated by costimulation

**a.** Tardbp protein levels in cytoplasmic fraction of CD8 T cells receiving no stimulation or Ag+Costim as measured by mass spectrometry. **b.** Immunoblot of Tardbp from CD8<sup>+</sup> T cells sorted ex vivo from naïve mice and mice that received antigen and costimulation for 3.5 days (as described in Fig. 1) from 2 independent experiments. **c.** Immunoblot of Tardbp from CD8<sup>+</sup> T cells sorted from naïve PBMCs or PBMCs stimulated with CD3/CD28+IL2 from one independent experiment. **d.** Quantification of Tardbp expression normalized to actin comparing antigen + costimulation and naïve groups shown in b and c. A ratio of 1 is equal relative expression between Tardbp and Actin.

# Supplementary material for: Optimal CD8+ T cell effector function requires costimulation-induced RNA-binding proteins that reprogram the transcript isoform landscape
**Source:** Nat Commun. 2022 Jun 20;13:3540. doi: 10.1038/s41467-022-31228-0
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**Supplementary Data 1:** RNA-seq and Mass Spectrometry (MS) of naïve, antigen-primed, and costimulated CD8+ T cells from two independent experiments. Filters include  $FDR < .05$  calculated by DESeq2 using a Negative Binomial Distribution fit and Wald test with subsequent Benjamini-Hochberg adjustment and identification in MS data.

**Supplementary Data 2:** Percent spliced in (PSI) of RNA regions in antigen-primed and costimulated CD8+ T cells. Filters include  $PSI > .9$  and delta PSI of .05.

**Supplementary Data 3:** Percent spliced in (PSI) of RNA regions in antigen-primed and costimulated CD8+ T cells repeated. Filters include  $PSI > .9$  and delta PSI of .05.

**Supplementary Data 4:** Percent spliced in (PSI) of RNA regions in Control and Tardbp KO costimulated CD8+ T cells. Filters include  $PSI > .9$  and delta PSI of .1.

**Supplementary Data 5:** Percent spliced in (PSI) of RNA regions in Control and Tardbp KO overlapped with PSI of RNA regions found significantly different between antigen-primed and costimulated CD8+ T cells (merging of Supplementary Data 2 and Supplementary Data 4). Filters include  $PSI > .9$  and delta PSI of .05.

# Supplementary material for: Optimal CD8+ T cell effector function requires costimulation-induced RNA-binding proteins that reprogram the transcript isoform landscape
**Source:** Nat Commun. 2022 Jun 20;13:3540. doi: 10.1038/s41467-022-31228-0
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

BD FACSDiva 9.0 was used to collect FACS experiments

Data analysis

Flow Cytometry data was analyzed using FlowJo 10.6.1. RNA-seq data was analyzed using publicly available software including HISAT2, Samtools, Stringtie, Whippet, DaPars, RStudio 1.2.13 (Bioconductor package, IsoformSwitchAnalyzeR, DESeq2, PathfindR), Microsoft Excel, and Graph Pad Prism v8. Western blot quantification was performed using ImageJ. Peak visualization of CLIP-seq data was done using IGV Browser.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All RNA-seq datasets are publicly available as of April 8th, 2022 at GEO accession GSE200240

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The required number of replicates are calculated based on past experience and standards in the field (at least three independent biological replicates for each condition). For in vivo data, this was expanded to at least 8 biological replicates per group. These sample sizes are based on the number of replicates necessary to achieve statistical significance derived from 20 years of publications on these costimulatory receptors |
| Data exclusions | We did not exclude data from consideration.                                                                                                                                                                                                                                                                                                                                                                                                  |
| Replication     | Results were consistently replicated across experiments as indicated in figure legends.                                                                                                                                                                                                                                                                                                                                                      |
| Randomization   | No randomization was necessary for this study because we were comparing well-controlled, syngenic mice and from 20 years of publications on these costimulatory receptors randomization is not necessary.                                                                                                                                                                                                                                    |
| Blinding        | Blinding was not needed in the study because conditions were well controlled with syngenic mice - blinding is not typically used in the field and has not been used in 20 years of publications on these costimulatory receptors.                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Rabbit anti-Tardbp (Abeam Inc, Clone EPR5810, Catalog #ab109535), Rabbit anti-Ikaros (Cell Signaling Technology, Catalog #14859, Clone D6N9Y), Rabbit anti-Actin (20-33) (Sigma-Aldrich, Catalog #A5060), Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody HRP (ThermoFisher Scientific, Polyclonal, Catalog #G-21234), CDS (Biolegend, Catalog #100712, Clone 53-6.7, San Diego, CA), CD4(Biolegend, Catalog #100566, Clone RM4-5, San Diego, CA), CD45.1 (Invitrogen, Catalog #25-0453-82, Clone A20, Waltham, MA), CD45.2 (BD Pharmingen, Catalog#561874, Clone 104, Franklin Lake, NJ), Va2 (eBioscience, Catalog #46-5812-80, CloneB20.1), VB5 (BD Biosciences, Catalog #553190, MR9-4, Franklin Lake, New Jersey), IFN (Tonbo Biosciences, Catalog# 75-7311-UI00, Clone XMGI.2, San Diego, CA). For human PBMCs - CDS (BD Biosciences, Catalog #341051, Clone SKI, Franklin Lake, New Jersey), CD4 (BD Biosciences, Catalog #561840, Clone RPAT4, Franklin Lake, New Jersey), CD25 (BD Biosciences, Catalog #565106, Clone 2A3, Franklin Lake, New Jersey) |
| Validation      | Rabbit anti-Tardbp - Abeam - "Knockout validated"<br>Rabbit anti-Ikaros - Cell Signaling Technology - "Validated in 6 different peer-reviewed studies"<br>Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody HRP - ThermoFisher Scientific - 631 publications referenced<br>anti-mouse Actin (20-33) - Millipore Sigma - "Validated in over 590 articles"<br>anti-mouse CDS - Biolegend - "FC-quality tested" - 12 publications referenced<br>anti-mouse CD4 - Biolegend - "FC-quality tested" - 12 publications referenced<br>anti-mouse CD45.1 - Invitrogen - 76 publications referenced<br>anti-mouse CD45.2 - BD Pharmingen - 9 publications referenced<br>anti-mouse V 2 - eBioscience - 2 publications referenced<br>anti-mouse V 5 - BD Bioscience - 9 publications referenced                                                                                                                                                                                                                                                                              |

anti-mouse IFN - Tonbo Biosciences - 10 publications referenced  
 anti-human CDS - BD Biosciences - 24 publications referenced  
 anti-human CD4 - BD Biosciences - 2 publications referenced  
 anti-human CD25 - BD Biosciences - 13 publications referenced

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                              |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J CD45.2 recipients (Jackson Laboratory, #000664, Bar Harbor, ME), B6.129S6-Rag2tm1Fwa Tg(TcraTcrb)l00Mjb (Taconic Biosciences, #2334, Rensselaer, NY), both females and males were used in the study, 6-12 weeks of age. Mice were maintained on a 12 hour dark/light cycle at 30-70% humidity and 20-26.1 degrees C |
| Wild animals            | Study did not involve wild animals                                                                                                                                                                                                                                                                                           |
| Field-collected samples | Study did not involve samples collected from the field                                                                                                                                                                                                                                                                       |
| Ethics oversight        | All animal studies were performed in accordance with UConn Health (Farmington, CT) Institutional Animal Care and Use Committee regulations and were approved by the committee.                                                                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | <p>Inclusion criteria: Age range: 18-55 years</p> <ul style="list-style-type: none"> <li>• Weight: 120 lbs minimum</li> <li>• Negative test for infectious diseases such as HIV type I and II; Hepatitis B and C</li> <li>• Platelets: 130,000-400,000 cells/mcL</li> <li>• Hemoglobin of 13.0 g/dl and greater for males, and 12.0 g/dl and greater for females</li> <li>• Pulse rate of 50-100 bpm</li> <li>• Mental competence to understand informed consent form</li> <li>• Considered to be in good general health as determined by enrollment process</li> <li>• US citizen</li> <li>• Subjects that have signed the ICF</li> </ul>                                                                                                       |
| Recruitment                | Cells are obtained by STEMCELL Inc. from donors who are voluntarily participating in a donor program approved by an IRB by the Western Institutional Review Board (WIRB) and have either donated their cells or have been reasonably compensated for their time and effort during their donation, as approved by an IRB.                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Ethics oversight           | <p>STEMCELL collects donor demographic information ethically, using consent forms and protocols approved by either an Institutional Review Board (IRB) Western Institutional Review Board (WIRB). Informed Consent Statement (full IRB study approval provided on request): This consent form provides information about the research study. You will be asked to read this consent form and the study staff will review the consent form with you and answer any questions you may have. If you decide to participate in the study, you will be asked to sign and date this consent form. You will be given a copy of this signed and dated consent form. You should not join this research study until all of your questions are answered.</p> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                |
|--------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Splenocytes and lymph nodes were collected, red blood cells were lysed, and samples were stained with antibody preparations. For human commercially available PBMCs, cells were washed and stained with antibody preparations. |
| Instrument         | LSR Aria IIa, LSRII                                                                                                                                                                                                            |

|                           |                                                                                                                                                                                                                                                                                                    |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Software                  | BD FACSDiva 9.0 , FlowJo 10.6.1                                                                                                                                                                                                                                                                    |
| Cell population abundance | Live, CD8+, CD45.I +/CD45.2+ cells were sorted for >95% purity. For data collection purity for antigen-specific T cells was verified at >95% of same sorted samples using TCR-specific V 2+,V 5+ gate. For human PBMCs, cells were sorted for Live, CD8+, CD25+ for >95% purity.                   |
| Gating strategy           | Cells were gated for a lymphocyte SSC-A, FSC-A gate, single cells by FSC-H, FSC-W, SSC-H,-SSC-W, Live cells by Live-Dead,CD8 +, CD45.I +/CD45.2+, V 2+,V 5+. For human PBMCs, cells were gated by SSC-A, FSC-A gate,single cells by FSC-H, FSC-W, SSCH,-SSC-W, Live cells by Live-Dead,CD8+,CD25+. |

☒

Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Optimal CD8+ T cell effector function requires costimulation-induced RNA-binding proteins that reprogram the transcript isoform landscape
**Source:** Nat Commun. 2022 Jun 20;13:3540. doi: 10.1038/s41467-022-31228-0

**Immunoblot – Sup Fig 5b, Fig 4e**

Anti-mouse Actin

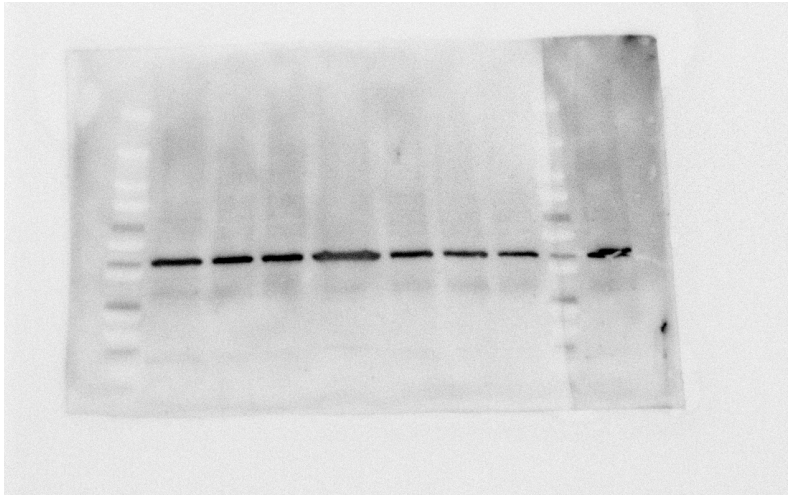

Anti-mouse Tardbp

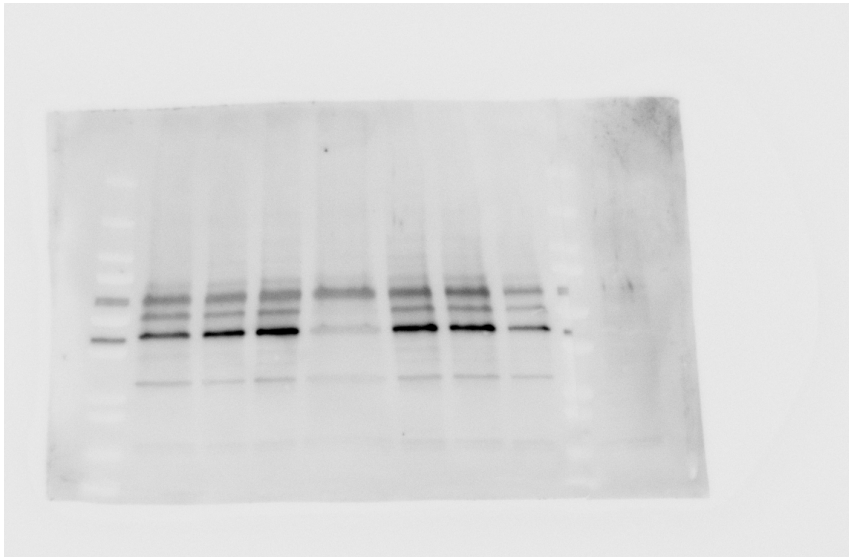

Anti-mouse Ikzf1

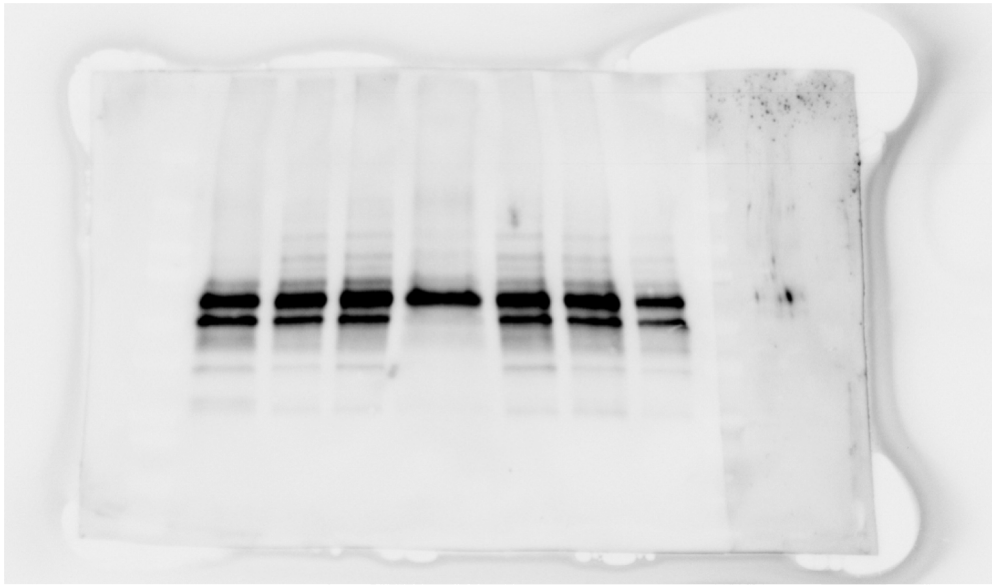

Immunoblot – Sup Fig 5c

Anti-human Actin

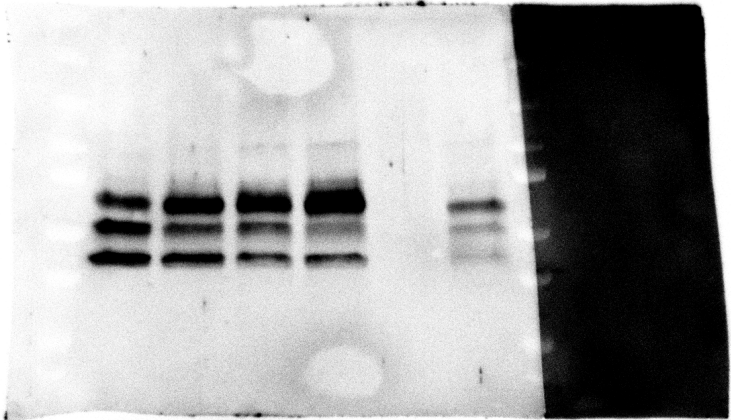

Anti-human Tardbp

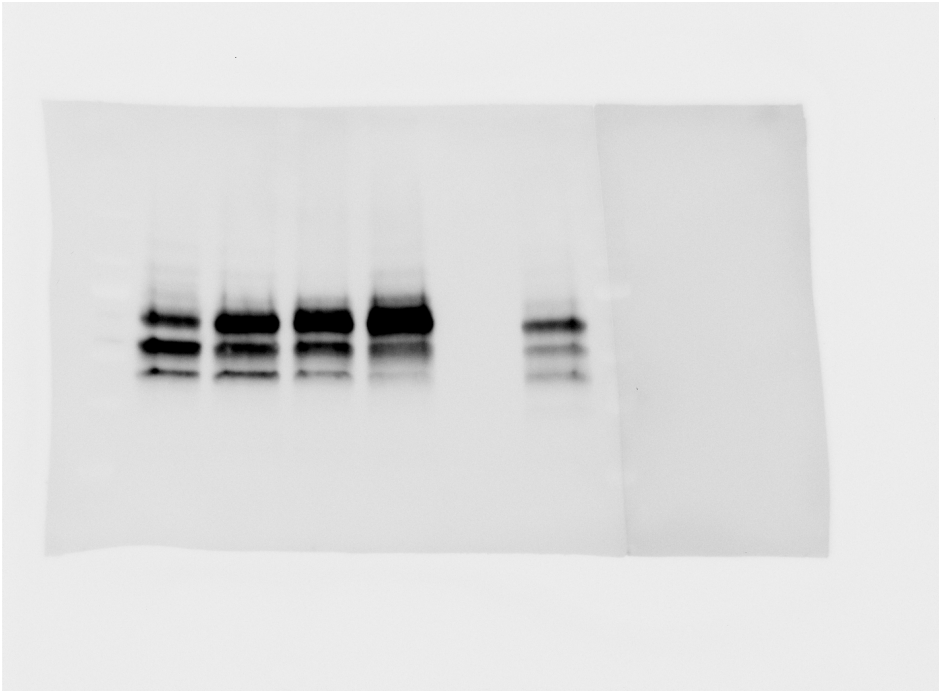

**Immunoblot – Fig 4f**

Anti-human Ikzf1

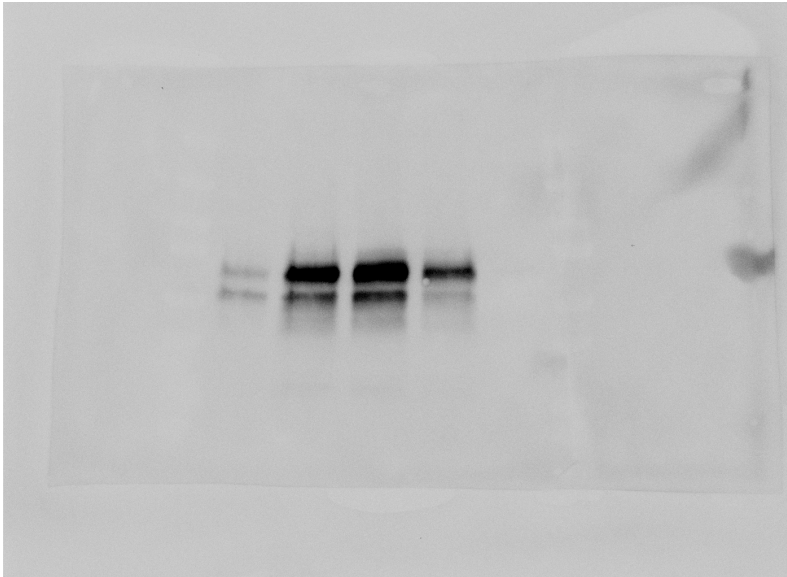

Anti-human Tardbp

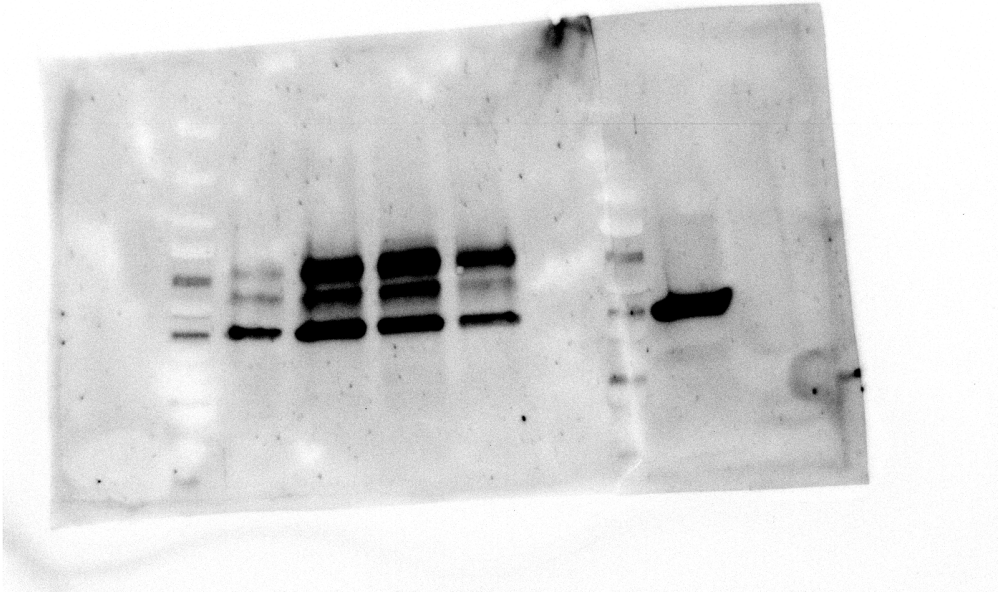

Anti-human Actin

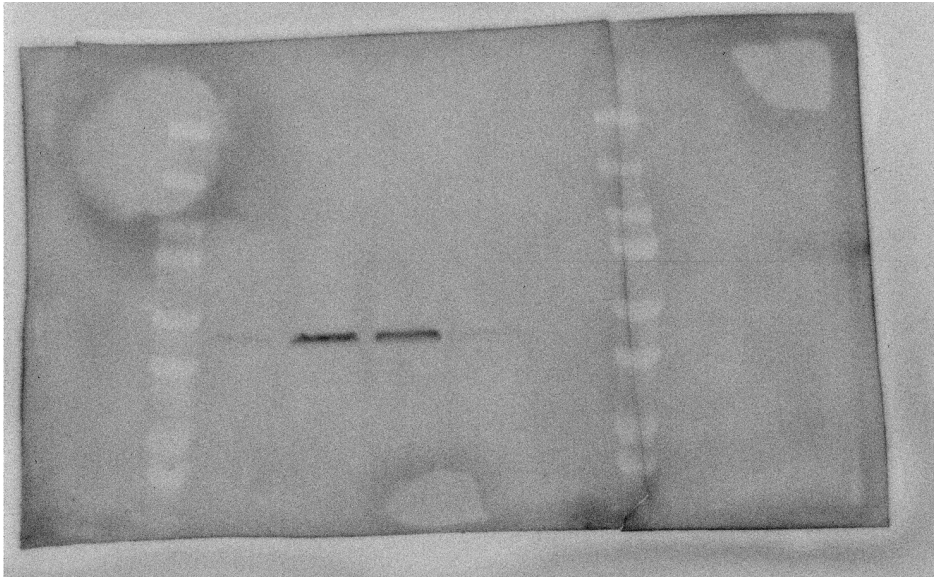

Immunoblot – Sup Fig 5b

Anti-mouse Actin

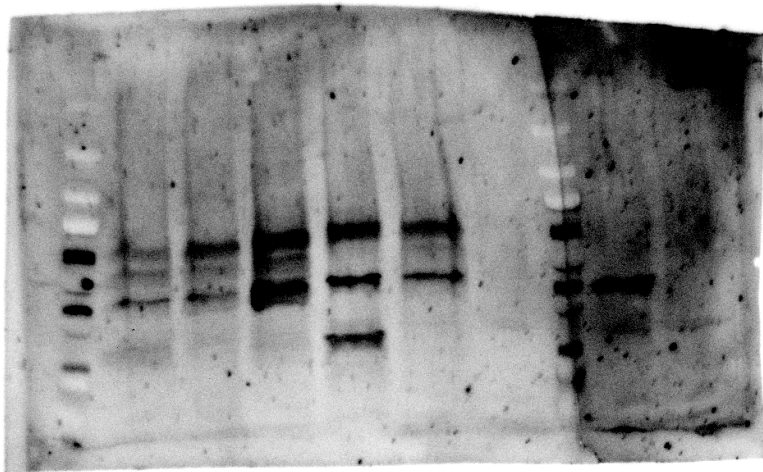

Anti-mouse Tardbp

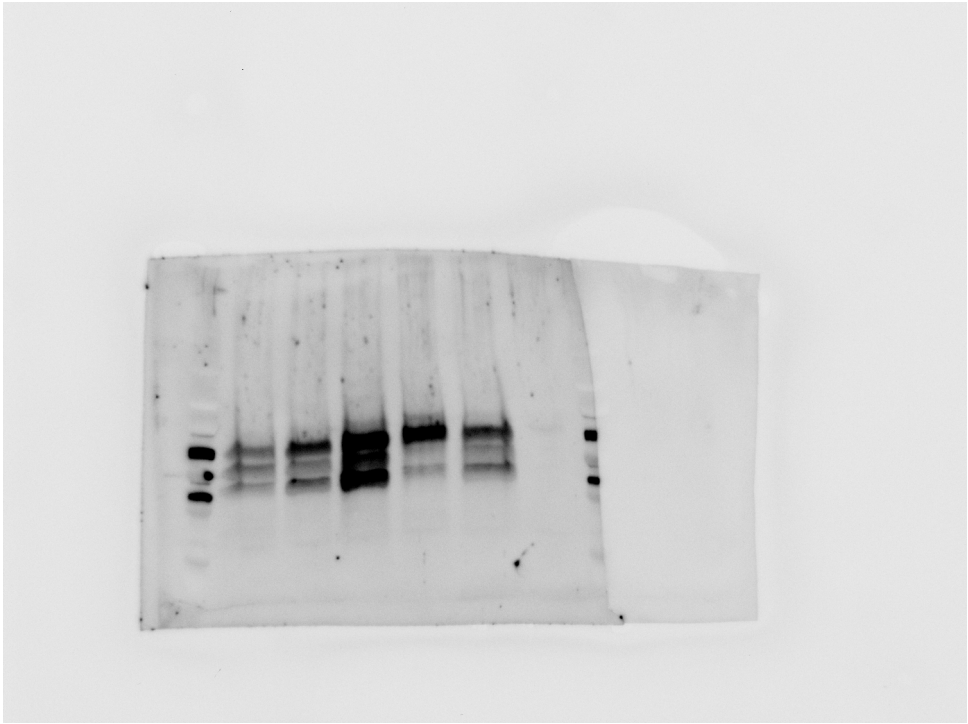

**Supplement:** Supplementary file 9 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

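RNA-seq was analysed for the second of the study's experiments: OT-I CD8+ T cells from mice given antigen with control IgG (Ag, 5 libraries) or antigen with anti-CD134 and anti-CD137 (Ag+Costim, 5 libraries), and untreated OT-I cells (Naive, 2 libraries). Each library was assigned to its group from the sample labels, and all 12 were used. The first experiment, mass spectrometry, the knockouts and the patient datasets were not analysed here.

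The authors aligned quality-controlled single-end reads of 100 bases to mm10 with HISAT2 and quantified them with StringTie. The count values were deposited per gene and per transcript as StringTie gives them, derived from coverage and not normalized. The FPKM values were computed by the authors with StringTie per transcript, which scales for length and library size. Psi, the fraction of reads at a node that include it, was computed by the authors with Whippet, with 1 value per group. The scores in the same deposited table, which are the Psi difference, the probability of a difference and the entropy of the event, also come from Whippet, and how it combined the replicates is not stated. The deposited sheet of the sequencing core gives the number of reads per library and the percentages aligned and of complexity, whose definitions are not stated there. The paper states that it compared expression with DESeq2 at a false discovery rate below 0.05.

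The gene table holds 81881 entries, of which 55536 carry an Ensembl identifier. All of those 55536 were matched to GENCODE vM21. The other 26345 are unannotated loci with a bare number. They hold 0.0508% to 0.121% of the counts of a library and were left out. The transcript table holds 168207 entries, of which 141862 were matched. The FPKM table has gene names but no transcript identifiers, and 26345 of its entries have no name. The names of 188 entries of the FPKM table and of 190 Whippet events had been turned into dates in the files, so they could not be assigned to a gene by name.

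Counts were compared with edgeR 4.0.16 in R 4.3.3. A model with 1 term per group was fitted to all 12 libraries after TMM scaling and edgeR's filterByExpr, which kept 18817 genes. The robust quasi-likelihood test, two-sided, was used with Benjamini-Hochberg adjustment, at an adjusted p below 0.05. Standard errors of log2 fold changes were derived from its F statistic, as the size of the change over the square root of F. CPM values of named genes use the TMM library sizes, and those of marker genes in single libraries use the total counts. Log2 CPM for the principal components and for the difference between RBPs and canonical genes was computed with a prior count of 2. Sets were tested with camera (inter-gene correlation 0.01) and fry of limma 3.58.1, both two-sided. Camera was also run with the correlation estimated from the libraries. Their p was adjusted over 36 tests of lists (12 lists in 3 comparisons) or, for families, over the 5 families of a comparison, with the settings other than the main one unadjusted for the 19 RBPs. The sets were the 19 RBPs of Fig. 1g, the 12 genes that the source data of Supplementary Fig. 2 plot as NF-kB, AP-1, NFAT and IL-2, the genes of activator protein 1, an effector list, and families defined by symbol prefix for splicing, DNA replication, ribosomal proteins, the proteasome and oxidative phosphorylation. Lists of marker genes for T cells, B cells, myeloid cells, erythroid cells, proliferation, mitochondrial transcripts, sex and Cd4 were fixed with them. Lists of genes with ribosomal RNA-like sequence and of genes linked to hypofunctional T cells were added after leading genes had been seen.

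Genes named in the text are the RBPs, the canonical, activator protein 1 and effector genes, and the 5 largest rises and 5 largest falls in each comparison among called genes with a mean log2 CPM above 3 whose libraries do not overlap between the groups. A gene with no counts in a group was given a floor of 3 counts per library. Such floors and the binomial intervals cover counting error only. Per library, 3 counts correspond to 0.0609 to 0.125 CPM.

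Whippet events were counted at the thresholds of the paper, a probability above 0.9 and a Psi difference above 0.05 in size. Shares of events were tested against 50% with an exact binomial test and a Clopper-Pearson interval (95%) in scipy 1.17.1, with 1 event per gene. For polyadenylation, the Psi-weighted mean position of the tandem-end nodes was compared between the groups in genes with at least 2 passing nodes. Transcript shares use the transcript types of GENCODE vM21. Differences of 1 value per library were tested with exact permutation tests, two-sided, whose smallest p for 5 against 5 libraries is 0.00794. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.

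The edgeR steps were tested on simulated data before use. Among 18817 genes drawn for Ag+Costim against Ag, 200 with a mean log2 CPM above 3 were changed by a log2 fold change of 1. Many more genes were called in the data, a setting that this simulation does not cover. The test recovered 179 (89.5%) with median estimates of 0.99 and -1.01 and called 8 unchanged genes. The counts of event directions were tested on 400 simulated events, where a share of 70% was recovered as 70%.

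Comparisons, tests, lists and the following alternatives were fixed before the data were examined: DESeq2 1.42.0, upper-quartile scaling, no filter on low counts, a fit to the 2 groups compared alone, the replicate number as a block, limma on log2(gene FPKM + 1), and each library left out in turn. For events, they were a probability above 0.95, a Psi difference above 0.1, and every event in place of 1 per gene. For the transcript shares, the alternative was a minimum of 100 counts per gene in every library. Corrections for transcript length and for GC content (lowess span 0.3 of each library's trend, used as offsets), a term for libraries with Y-linked transcripts (above 10 CPM), DESeq2 on the 2 groups alone, and Whippet events with an entropy above 0 were added after the data had been seen. For the 4 results of the comparison of Ag+Costim with Ag over all genes, 100 of the 126 splits of the 10 libraries into 5 and 5 were drawn. IsoformSwitchAnalyzeR and DaPars results were not recomputed, since these tools need reads or tables not used here.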

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

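The lists of genes with ribosomal RNA-like sequence and of genes linked to hypofunctional T cells were chosen only after leading genes or list values had been seen. So were the test of T cell transcripts and that of sequence shared between genes. The other tests were set earlier.

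Within each group of 5 libraries, 132 sets of values were examined for a library far from the other 4, and 9 had one. Chance alone sets a library apart in about 1 in 20 groups, or 6.6 here. Of the 9, 5 are in Ag 4. It has 24006053 counts, while the other Ag libraries have at least 42652628. It has 158 CPM of Srsf1 (88.2 to 103 in the others), 508 CPM of Hnrnpf (664 to 734), 265 CPM of Lars2 (70.2 to 94.8) and 74.6 CPM of Gm23935 (12.9 to 19.8). Ag+Costim 4 has 1780 CPM of Hnrnpa2b1 (2009 to 2026 in the others) and 224 CPM of Lmnb1 (353 to 401). Ag+Costim 2 has 355 CPM of Nfatc1 (296 to 310) and 4.46 CPM of Fosl2 (2.42 to 2.75). Ag 4 also has the highest complexity (31.6%) and mitochondrial share (2.28%) of the 12 libraries. Its depth argues little about the comparison of groups, since the median log2 fold change of the 19 RBPs from Ag to Ag+Costim was 1.10 without it. What sets this library apart is not known, and no biological explanation was tested for single libraries.

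Among genes that the paper does not discuss, Gm24270 (log2 fold change 6.20) and Lars2 (5.06) rose most from Ag to Ag+Costim among the genes that the naming rule covers. These 2 genes and Gm23935 had log2 fold changes of -6.94, -6.32 and -5.10 from Naive to Ag. Sequence shared with Lars2 was argued against as the reason for a joint change, since Gm24270 shares 0 stretches of 31 bases with the annotated transcripts of Lars2. Gm24270 and Gm23935 share 27 such stretches with each other, so reads can be split between those 2 genes. Reads of ribosomal RNA placed on genes with like sequence stay open. Of 4 such genes, 3 could be tested. They had a median log2 fold change of 0.81 from Ag to Ag+Costim (limma's camera, adjusted p = 0.308, with an unadjusted p of 0.205, fry's adjusted p = 0.0335) and of -1.93 from Naive to Ag (limma's camera, adjusted p = 0.102, fry's adjusted p = 0.00289). Of this list, Gm42418 and CT010467.1 share 1735 stretches of 31 bases, with longest transcripts of 1831 and 1849 bases. Reads can be split between them, so their values are not independent. With 3 genes, called by fry and not by camera, this explanation and an effect of the conditions cannot be told apart. The library Ag 4, apart from the others in Lars2, also has 393 CPM of Gm42418 and 1067 CPM of CT010467.1 from this list, against at most 95.2 and 221 in the other Ag libraries. An effect of antigen and costimulation on these genes was not tested otherwise.

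Izumo1r had a log2 fold change of 4.94 from Naive to Ag and fell by 5.52 on the log2 scale from Ag to Ag+Costim. The paper does not discuss this gene. Whether it belongs to a hypofunctional state after antigen alone was tested with 15 other genes. Their median log2 fold change was 0.72 from Naive to Ag (limma's camera, adjusted p = 0.147, fry's adjusted p = 2.81e-04) and -0.18 from Ag to Ag+Costim (limma's camera, adjusted p = 0.306, with an unadjusted p of 0.195, fry's adjusted p = 0.00289). From Ag to Ag+Costim 4 genes were called higher and 7 lower, so members that go both ways keep this open, and such a state cannot be told apart from changes in single genes. Cd4 lay at 2.39 CPM or less in every library, so CD4+ T cells are not seen as a source at this depth.

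Igkc, an immunoglobulin gene, had a log2 fold change of 7.48 from Naive to Ag, from 1.13 and 1.70 CPM in Naive to between 89.4 and 637 CPM in Ag. The list of 7 B cell genes had a median of 4.86 in that comparison, with 6 genes called higher (limma's camera, adjusted p = 3.15e-04), and of -0.97 from Ag to Ag+Costim, with 5 called lower (adjusted p = 0.0432). Of the 7, Ighm lies at 1138 and 1162 CPM in Naive already, and the highest Cd79a value is 34.1 CPM. B cells, or RNA from them, may be the source of these transcripts in the sorted cells of treated mice, and expression in the T cells was not tested. The T cell list had a median of -1.04 from Ag to Ag+Costim and so was not lower in Ag. Its genes moved both ways from Naive to Ag, so it cannot exclude dilution of T cell transcripts by such cells.

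Hbb-bs had a log2 fold change of -4.48 from Ag to Ag+Costim. The 5 erythroid genes had a median of -4.45, and all 5 were called lower (limma's camera, adjusted p = 0.0432). Their median from Naive to Ag was 1.14 (limma's camera, adjusted p = 0.471). Hbb-bs lay at 599 and 42.2 CPM in the Naive libraries, between 143 and 1678 CPM in Ag and between 2.88 and 52.5 CPM in Ag+Costim, a spread within groups that stimulation does not explain. The myeloid list had medians of 0.81 from Naive to Ag (limma's camera, adjusted p = 0.477) and -0.60 from Ag to Ag+Costim (adjusted p = 0.71), with a mean of 0.09 in the latter. RNA of red blood cells in the sorted samples was not tested apart from this list.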

How the results depend on the processing

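The corrections for transcript length and GC content, the term for libraries with Y-linked transcripts, DESeq2 on the 2 groups alone and the restriction to events with an entropy above 0 were chosen after the data had been seen. The cause of a change was not tested unless stated.

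From Ag to Ag+Costim, the rise of the 19 RBPs (median 1.15) and of Tardbp stayed past the threshold under all 10 alternatives, with medians of 0.87 to 1.15 and log2 fold changes of 0.62 to 0.97. With each of the 12 libraries left out in turn, the values were 1.10 to 1.21 and 0.74 to 0.91. From Naive to Ag+Costim the RBPs ranged from 0.58 to 1.03. The splicing families ranged from 0.25 to 0.47 and, with libraries left out, from 0.41 to 0.48. They were called in all but 1 of these: with an estimated inter-gene correlation, which camera allows in place of 0.01, the median of 0.44 had an adjusted p of 0.294 (range over the alternatives 5.25e-12 to 0.294). Between Naive and Ag, at 0.12 to 0.25, they stayed uncalled.

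For Ag against Naive, camera did not call the 19 RBPs in the main setting (-0.12). For these settings its p was not adjusted over the lists. It fell below 0.05 with DESeq2 (-0.13, p of 0.00286), with DESeq2 on the 2 groups alone (-0.13, p of 0.00169) and with limma on FPKM (-0.39, p of 0.00383). The length correction reversed the median (0.14, p of 0.601). Over the 10 alternatives, p ranged from 0.00169 to 0.601. With libraries left out the median was -0.17 to -0.10.

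The numbers of genes called from Ag to Ag+Costim stayed within 1.5 times the main counts under the 10 alternatives, at 4056 to 5189 higher and 4724 to 6338 lower. With each Ag or Ag+Costim library left out in turn, they were 4688 to 5156 higher and 4494 to 5034 lower. Under upper-quartile scaling, 39.0% of the called genes were higher against 50.1% in the main setting, and the median of all genes moved from -0.05 to -0.24. Of the 9985 genes called in the main setting, 9902 were also called by DESeq2, 9035 under upper-quartile scaling and 8304, the fewest of any alternative, with the length correction. For Ag against Naive, limma on FPKM called 38.3% higher against 51.9%. Leaving out each library gave 2906 to 4944 genes higher and 2807 to 4625 lower in Ag, with both lowest values without Naive 2, where the remaining Naive library is assumed to vary like the other groups. No gene called in the main setting was called the other way by an alternative, apart from 5 with limma on FPKM (Ag+Costim against Ag) and 5 with the length correction in each comparison.

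Replicates of the groups share numbers, and whether the numbers pair the libraries was checked. Deviations of libraries with the same number correlated at 0.095, 0.066, 0.045, 0.016 and 0.019, and those with other numbers at -0.082 to 0.075. None exceeded 0.1, so the libraries were not taken as pairs, although those numbered 1 and 2 carry Y-linked transcripts in both groups and those numbered 3 to 5 do not. With a replicate block, the exact sign-flip test of 5 differences cannot go below p = 0.0625. It gave 0.0625 for the RBPs minus the canonical genes (0.88), the transcripts subject to nonsense-mediated decay (-0.613 percentage points) and the retained-intron transcripts (-1.97). The block gave 4993 and 4743 genes higher and lower in Ag+Costim. With libraries left out, the transcript shares differed by -0.705 to -0.557 and -2.20 to -1.60 percentage points (largest exact permutation p 0.0159), and the RBPs minus canonical genes by 0.85 to 0.94.

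For genes named in the text, 921 of 990 values under the alternatives kept their direction and call, 16 lost the call, 30 gained one and 23 reversed. With libraries left out, 1159 of 1188 were kept, 10 lost the call, 9 gained one and 10 reversed. Of the 33 reversed values, 3 passed the threshold under the alternative (Sf3a1, Hnrnpu and Khdrbs1 from Naive to Ag, with the length correction) and 1 in the main setting (Celf2). For the other families, 59 of 72 values under the alternatives and 93 of 96 with libraries left out were kept.

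From Ag to Ag+Costim, upper-quartile scaling reversed Ap1s1 (-0.20), Ap1s3 (-0.056), Batf (-0.052), Prf1 (-0.042) and the proteasome families (-0.16). Ap1s1 also reversed with the 2 groups alone (-0.023), FPKM (-0.037), GC correction (-0.084) and DESeq2 on 2 groups (-0.0099). The length correction reversed Celf2 (-0.011) and Ap1s3 (-0.0097). Leaving out libraries gave -0.25 to 0.050 for Nfkb1 and -0.037 to 0.051 for Ap1s1. Batf3 lost its call without Ag+Costim 5 (1.09), and Jun gained one without Ag 2 (-1.07).

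Between Naive and Ag, FPKM reversed Srsf10 (-0.29), Srsf6 (-0.076), Hnrnpa2b1 (-0.071), Hnrnpf (-0.31) and Cstf2 (-0.11). The length correction reversed Hnrnpa2b1 (-0.062), Tra2b (0.14), Sf3a1 (0.30), Hnrnpu (0.57), Khdrbs1 (0.28), Nfatc2 (0.14) and the ribosomal protein families, which it called lower (-0.079). GC correction reversed Hnrnpu (0.087), and the block Hnrnph1 (0.030). With the block, Tardbp (-0.43) and Srsf1 (-0.63) were not called and Nfkb1 (0.73) was called higher. Cstf2 was -0.018 to 0.089 with libraries left out.

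For Whippet, a probability above 0.95 left 1113 events, which a stricter threshold brings about by construction. Keeping only events with an entropy above 0 left 1789. The share of core exons with lower Psi ranged from 18.9% to 41.0%, below 50% throughout. The share of genes with an upstream shift ranged from 62.4% to 66.3%, and that of retained introns from 54.8% to 59.1%, never called.

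Not run were tests across libraries on Psi (events passing such a test, mean Psi of core exons and of retained introns), since the Whippet table used here has 1 Psi per group. Supplementary Data 3 gives Psi per library, but the copy used here holds 1993 of 2261 entries, all chosen for a difference, and was not tested. Also not run were transcript shares from FPKM, since that table has no transcript identifiers. Depth limits genes with few counts: 3 counts are 0.125 CPM in Ag 4 and 0.0609 CPM in the deepest library.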

Differences from the paper's values

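Of 31 log2 fold changes between Ag and Ag+Costim compared with the paper's source data, 1 differs, and of 30 between Naive and Ag none does. The paper's value for Ap1s1 from Ag to Ag+Costim is -0.062 and the value here is 0.00033, so the signs differ. Of the 18 alternatives set before the data were examined, 10 do not differ: upper-quartile scaling, the 2 groups alone, limma on log2(gene FPKM + 1), and leaving out Naive 1, Naive 2, Ag 4, Ag 5, Ag+Costim 1, Ag+Costim 3 or Ag+Costim 5. DESeq2, no filter on low counts, the replicate block, and leaving out Ag 1, Ag 2, Ag 3, Ag+Costim 2 or Ag+Costim 4 do. GC correction (-0.084) and DESeq2 on the 2 groups alone (-0.0099) give a negative value too, and both were chosen after the values were seen.

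The paper's depth is 30 M reads per sample, and the mean of the sheet is 46.7 M reads for Naive. No alternative applies. The means of 39.4 M reads for Ag and 42.4 M for Ag+Costim are above the paper's figure too, by less than the factor of 1.5 from which a value was counted as differing.

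The paper's source data of Fig. 3d give mean Tardbp FPKM values for this experiment of 25.7 in Naive, 19.6 in Ag and 36.1 in Ag+Costim, when its values are assigned to libraries by matching. The sums over transcripts here are 61.1, 42.5 and 67.9 FPKM. Leaving out each library in turn, the only alternative for this value, differs every time. The FPKM of 1 of the 30 transcripts alone, chosen after the values were seen, gives the paper's values.

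The paper states that canonical transcripts changed little between Ag and Ag+Costim, under a limit it gives. Here 8 of the 12 plotted genes exceed a log2 fold change of 0.5 in size, and so do the paper's own source data for the same 8 genes.

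The paper states that these transcripts rose significantly in Ag against Naive alone. Here 3 of the 12 were called higher and 2 lower in that comparison, and 6 were called higher and 2 lower from Ag to Ag+Costim.

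The paper states that Tardbp RNA was higher after costimulation than in naive cells. Here its log2 fold change of 0.33 from Naive to Ag+Costim was not called (adjusted p = 0.0938 from edgeR's quasi-likelihood test). It was called without Ag+Costim 4 (0.41, edgeR's adjusted p = 0.0217) and with GC correction (0.42, adjusted p = 0.0393), which was chosen after the values were seen.

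The paper ranks the spliceosome first among the pathways of genes higher in RNA and protein. Here, in RNA alone and over 5 families, those labeled DNA replication had a larger median log2 fold change (0.59) than the splicing families (0.44), with the same adjusted p = 1.54e-06 from limma's camera. Their prefix Pol also matches RNA polymerase genes, so this does not rank DNA replication itself.

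The paper states that exon skipping prevails in Ag+Costim, from another tool than Whippet. Core exons in the Whippet comparison lay at lower Psi in Ag+Costim in 30.0% of genes, and in 18.9% to 41.0% under the alternatives. Among events with an entropy above 0, a restriction chosen after the data were seen, and with 1 event per gene, the share at higher Psi was 55.6% in genes with a log2 fold change under 0.5 (exact binomial p = 0.290) and 39.5% in genes lower by 1 or more (exact binomial p = 0.222). Neither is told from 50%. In genes higher by 1 or more, the share at higher Psi was 91.7% of 72 genes (exact binomial p = 7.26e-14).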

Other observations

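Chosen only after the result was seen were the tests of T cell transcripts and proliferation, of the core exons by entropy and expression, of Xist, of the Ag libraries shared by both comparisons, of the heads in Supplementary Data 1, of the join of events and of the Tardbp transcripts. The length and GC corrections, the sex term and DESeq2 on the 2 groups alone were also added after the data had been seen. The other tests were set earlier.

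To see how often other groupings give results as large, 100 of the 126 splits of the 10 Ag and Ag+Costim libraries into 5 and 5 were fitted, the real one included. The number of genes called higher (5006) was reached by 1 of the 100 splits, the real one. The same holds for the genes called lower (4979), the median of the 19 RBPs (1.15) and that of the splicing families (0.44). The study chose the RBPs, and names splicing, from results on these same libraries, so for these 2 medians the real split is favoured from the start. The largest values of other splits were 747 genes in either direction, 0.77 for the RBPs and 0.36 for the splicing families.

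Several explanations of the rise of the 19 RBPs from Ag to Ag+Costim were tested. Log2 fold changes followed transcript length across 18791 genes, which are not independent replicates (Spearman 0.254 from Ag to Ag+Costim and -0.258 from Naive to Ag). The trend within libraries was -0.166 to -0.352 in Ag and 0.105 to 0.230 in the others. After correction for length it fell to 0.014 and -0.017, and the median of the RBPs was 0.87 (limma's camera, with an unadjusted p of 1.77e-08), so length is not the whole cause. After GC correction the median was 1.15. Without Ag 4 it was 1.10. Dilution by other cells in Ag would lower T cell transcripts there. The 6 T cell genes had a median of -1.04 from Ag to Ag+Costim (limma's camera, adjusted p = 0.00389) and 0.14 from Naive to Ag (adjusted p = 0.792). Single genes ranged from -0.96 to 0.77 from Naive to Ag. The list therefore does not follow the share of T cells alone and cannot exclude dilution. Proliferation genes rose by a median of 4.53 from Naive to Ag and of 1.79 from Ag to Ag+Costim (limma's camera, adjusted p = 2.91e-05), while the RBPs had -0.12 in the former, so proliferation alone is not enough. What stays open is an effect of costimulation, as a hypothesis found and tested on the same libraries. Dilution in Ag stays open too, and so does part of the size of the rise, since the length correction lowered it. Mitochondrial transcripts had a median of -0.89 from Ag to Ag+Costim (limma's camera, adjusted p = 0.147) and -0.12 from Naive to Ag (adjusted p = 0.963), where the mean was 0.09.

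The plotted AP-1 genes encode clathrin adaptor subunits. Of 9 genes of the transcription factor activator protein 1, 8 were tested, and Fosl1 was not. Their median log2 fold change from Ag to Ag+Costim was -0.34 (limma's camera, adjusted p = 0.40, fry's adjusted p = 0.00149). Fos (-1.85), Jund (-1.22) and Junb (-0.41) were called lower and Batf3 (1.50) higher. Batf3 was not called without Ag+Costim 5 (1.09), and Junb was not called with the length correction (-0.23). Jun (-0.84) was not called, but it was called lower without Ag 2 (-1.07), with DESeq2 (-0.83), under upper-quartile scaling (-1.04), with DESeq2 on the 2 groups alone (-0.84) and with the length (-1.08) and GC (-0.92) corrections. The length correction also called Fosl2 lower (-0.68) and Batf higher (0.42).

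Among effector genes, Gzmb rose from Ag to Ag+Costim by a log2 fold change of 2.62 (SE 0.45, edgeR's adjusted p = 3.26e-04). Ifng (-0.82) and Tnf (-0.75) were called lower, with 16.0 and 9.03 CPM of Ifng in Ag and Ag+Costim and 0.771 CPM in Naive. Prf1 (0.15) was not called (edgeR's adjusted p = 0.484). The list had a median of -0.30 and a mean of 0.30, which differ in sign (limma's camera, adjusted p = 0.71). The paper's IFNγ protein was measured after restimulation, and these libraries come from cells that were not restimulated.

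Log2 fold changes of the 2 comparisons that share the Ag libraries correlated negatively across genes (Spearman -0.162). Simulated unchanged groups, whose fold changes are noise alone, gave -0.334. In the data many genes were called in both comparisons, so this simulation cannot tell how much of the correlation the shared libraries give. Of the genes called in both, 3856 had opposite and 1824 the same directions. How far the shared libraries account for this is open, since unchanged groups hardly give genes called in both, whatever they share.

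Core exons that passed lay mostly at higher Psi in Ag+Costim (638 of 787). Of these 787 events, 427 had an entropy of 0, with a median Psi of 0.893 in Ag and 0.990 in Ag+Costim, in genes whose median log2 fold change was 2.63. They hold 403 of the excess of 489 higher over lower events. Over 66467 listed core exons with an entropy of 0, the Psi difference followed the fold change of the gene (Spearman across events 0.690, not independent). With entropy above 0, the share higher was 36.2% in genes lower by a log2 fold change of 1 or more and 93.3% in genes higher by as much. In genes with a change under 0.5 it was 55.1% of 127 events. These shares count every event, and some genes hold several. With 1 event per gene it was 55.6% of 108 genes with a change under 0.5 (exact binomial p = 0.290). The excess may therefore come in part from reads on the gene rather than from splicing, which these group values cannot settle for single events.

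The upstream shift of polyadenylation nodes was also split by expression. It was seen in 80 of 132 genes with a log2 fold change under 0.5 (60.6%, exact binomial p = 0.0184), in 72.6% of 146 higher genes and in 49.3% of 69 lower genes. Expression alone is argued against by the genes with little change, and the difference between higher and lower genes was not tested.

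For the lower share of retained-intron transcripts in Ag+Costim, pre-mRNA in the libraries was examined with 2 nuclear transcripts. Malat1 fell from 6068 ± 2355 to 898 ± 322 CPM (exact permutation p = 0.00794), and Neat1 was at 48.6 ± 27.3 and 50.6 ± 8.03 CPM (SD, n = 5 each, exact permutation p = 0.929). Since the 2 go apart, pre-mRNA and a change in intron retention cannot be told apart. The share is pooled over genes, so it can also move with gene expression alone.

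Y-linked transcripts were found in Naive 1, Ag 1, Ag 2, Ag+Costim 1 and Ag+Costim 2, at 143 to 309 CPM, and at 0.100 to 3.88 CPM in the other 7 libraries, so the donor cells were of both sexes. Xist was at 0.921 CPM in Naive 1 but at 14.9 and 11.4 CPM in Ag 1 and Ag 2, and at 1.74 and 1.26 CPM in Ag+Costim 1 and Ag+Costim 2. In the libraries without Y-linked transcripts it was at 77.3 to 483 CPM. A few cells of another mouse, such as the recipient, may be among the sorted cells of these Ag libraries. With sex as a term, 4996 genes were called higher and 4941 lower in Ag+Costim.

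Supplementary Data 1 lists log2 fold changes of 118 genes under the heads Dataset 1 and Dataset 2. Those under Dataset 1 differ from DESeq2 here by a median of 0.0506, and those under Dataset 2 by 0.654 (Pearson across genes, which are not independent, 1.00 and 0.765). If Dataset 2 stands for the second experiment, the heads may be exchanged.

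The paper's Supplementary Fig. 4 counts 2261 events, and 2259 pass here. Joining the passing events to the whole table by coordinate also gave 2259, so that join does not give the paper's count. Of the held entries of Supplementary Data 3, 2 repeat a core exon, in Nup188 and Mapkapk5, and the paper counts 789 core exons against 787 here. These 2 repeated entries equal the difference in number, and how they arose was not tested.

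The paper's Tardbp FPKM values of Fig. 3d equal those of 1 transcript in 12 of 12 libraries and the sum over transcripts in 0. A candidate explanation of the difference in size is that 1 transcript was plotted in place of the gene. In the copy used here, the values of Ag+Costim 1 and Ag+Costim 2 (40.9 and 50.9) stand in the column of Ag.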
